# Genome-wide analysis of mRNAs associated with mouse peroxisomes

**DOI:** 10.1186/s12864-016-3330-x

**Published:** 2016-12-22

**Authors:** Aliaksandr A. Yarmishyn, Maksym Kremenskoy, Arsen O. Batagov, Axel Preuss, Jin Huei Wong, Igor V. Kurochkin

**Keywords:** Subcellular localization, Peroxisomes, RNA localization, Translation, DNA microarrays, Cholesterol biosynthesis

## Abstract

**Background:**

RNA is often targeted to be localized to the specific subcellular compartments. Specific localization of mRNA is believed to be an important mechanism for targeting their protein products to the locations, where their function is required.

**Results:**

In this study we performed the genome wide transcriptome analysis of peroxisome preparations from the mouse liver using microarrays. We demonstrate that RNA is absent inside peroxisomes, however it is associated at their exterior via the noncovalent contacts with the membrane proteins. We detect enrichment of specific sets of transcripts in two preparations of peroxisomes, purified with different degrees of stringency. Importantly, among these were mRNAs encoding *bona fide* peroxisomal proteins, such as peroxins and peroxisomal matrix enzymes involved in beta-oxidation of fatty acids and bile acid biosynthesis. The top-most enriched mRNA, whose association with peroxisomes we confirm microscopically was *Hmgcs1*, encoding 3-hydroxy-3-methylglutaryl-CoA synthase, a crucial enzyme of cholesterol biosynthesis pathway. We observed significant representation of mRNAs encoding mitochondrial and secreted proteins in the peroxisomal fractions.

**Conclusions:**

This is a pioneer genome-wide study of localization of mRNAs to peroxisomes that provides foundation for more detailed dissection of mechanisms of RNA targeting to subcellular compartments.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3330-x) contains supplementary material, which is available to authorized users.

## Background

The eukaryotic cells are organized into functionally distinct subcellular compartments and membrane organelles. The functionality of these compartments is defined by specific sets of proteins that are targeted to be localized to them. The most common mechanism of protein localization is conferred by specific amino acid sequences that direct proteins to be transported to their locations [1]. On the other hand, recently it became increasingly clear that localization of mRNAs to subcellular regions and their localized translation are important means of expressing proteins at the site of their action [2]. The latter mechanism has several important advantages as a more economical way to express protein at the right location, as multiple copies of a protein can be translated from a single molecule of localized mRNA. Secondly, the presence of mRNA at the right location provides a way to promptly adjust translational response to signaling stimuli relevant for this compartment [2, 3]. The most well studied examples of such kind of regulation have been demonstrated for neurons, whose highly polarized nature allows easy separation of axonal compartments from the cell body [4–6]. Indeed, the axons were shown to be populated by specific pools of mRNAs in a regulated manner [6–10]. The fine spatio-temporal translational regulation of the mRNAs localized to the axonal growth cone determines the axonal growth and its directionality in response to the finest gradients of external cues, with attractive guidance factors, such as BDNF and netrin-1, stimulating translation of localized β-actin mRNA [11, 12] and repulsive cues, such as SEMA3A and SLIT2B, stimulating translation of mRNAs encoding proteins that promote disassembly of actin filaments, such as cofilin [13] and RhoA [14].

The metabolic organelles, such as mitochondria are highly dynamic vesicular compartments that are subject to fine regulation by various metabolic cues. Mitochondrion was the first organelle, whose full transcriptome was extensively characterized and it was demonstrated that in addition to mRNAs encoded in mitochondrial genome, they are enriched in multiple nuclear mRNAs [15, 16]. The proteomic analysis of the mitochondrial outer membrane revealed that it is enriched in the precursor forms of the *bona fide* internal mitochondrial proteins [17], which highly correlated with localization of the respective mRNAs to the mitochondrial bound polysomes, thus implying the close link of mRNA localization, translation and translocation into mitochondria [15, 17, 18].

Peroxisomes are another type of metabolic organelles with close functional links to mitochondria in controlling the metabolism of lipids and reactive oxygen species. The fluorescent imaging in yeast revealed that some of the mRNA encoding peroxisomal proteins efficiently colocalize with peroxisomes, thus implying the mechanism of local translation [19].

In this study we performed the genome wide transcriptome analysis of peroxisomes in mouse liver. We demonstrate that RNAs are absent inside peroxisomes, however we detect enrichment of specific sets of transcripts at the exterior of peroxisomes. Among them are mRNAs encoding *bona fide* peroxisomal proteins, such as peroxins and peroxisomal matrix enzymes involved in beta-oxidation and bile acid biosynthesis. The top-most enriched mRNA, whose association with peroxisomes we confirm microscopically was encoding 3-hydroxy-3-methylglutaryl-CoA synthase, a crucial enzyme of cholesterol biosynthesis pathway.

## Results

### Purification of peroxisomes

In order to purify peroxisomes, the lysate from the mouse liver was subjected to density gradient centrifugation in a self-forming gradient of 25% OptiPrep. Eighteen fractions were collected from the gradient and analyzed by Western blotting using antibodies for different organelle protein markers. As expected, peroxisomal marker thiolase was enriched in the fractions 16–18 at the bottom of the gradient, which were used for further microarray analysis (Fig. 1a). The mitochondrial marker prohibitin, on the other hand, was enriched in the fractions 1–3. Similarly, lysosome/endosome marker RAB7 was enriched in the fractions 1–2 (Fig. 1a). Thus, it was ensured that peroxisomes were effectively separated from other organelles. To ensure additional purity, we performed another step of immunopurification by incubating peroxisomes with magnetic beads conjugated with antibodies for the abundant peroxisomal surface protein PMP70. The RNA from both preparations of peroxisomes was further subjected to microarray analysis, assuming that RNA purified from the fractions without immunoprecipitation might contain contaminations, on the other hand RNA isolated from immunopurified sample would be stripped of more loosely bound RNAs, whose association with peroxisomes could still be biologically meaningful.

**Fig. 1:**
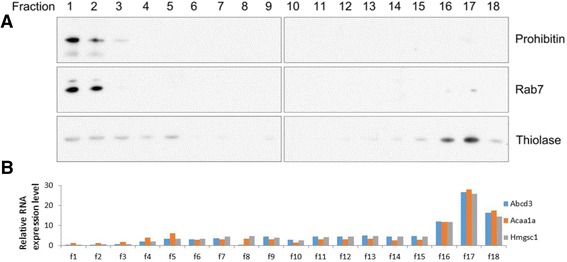
Fractionation of organelles by centrifugation in OptiPrep density gradient. Eighteen fractions were collected from the OptiPrep density gradient and equivalent amounts of each fraction were analyzed by Western blot and qRT-PCR. **a** Western blot analysis of fractions using antibodies for different organelle protein markers: mitochondrial prohibitin, endosomal/lysosomal RAB7 and peroxisomal thiolase. **b** qRT-PCR validation analysis of fractions probing for mRNAs shown to be enriched in peroxisomal fraction by microarrays. Relative RNA levels are presented as percentage of RNA present in each fraction with 100% being the sum of RNA present in all fractions

### Analysis of peroxisomal RNA

RNA was purified from different fractions of OptiPrep gradient and its size distribution was analyzed by Bioanalyzer. In contrast to total mouse liver RNA, which was mostly enriched in two sharp peaks of 18S and 28S ribosomal RNA, peroxisomal RNA was a relatively equally represented collection of species in a range between 250 and 3000 nucleotides. The RNA isolated from fractions 1–3 containing lysosomes, mitochondria, Golgi was a collection of species in a shorter length range (Fig. 2a). Further, we queried whether RNA was confined inside the peroxisomes. For this purpose, we treated peroxisomes with the mixture of RNase I and RNase T1. The results showed complete elimination of RNA from peroxisomes (Fig. 2b) suggesting that RNA was associated with the exterior of peroxisomes. Furthermore, treatment of peroxisomes with sodium carbonate, which causes removal of peripheral membrane-bound proteins also led to the disappearance of RNA from peroxisomes (Fig. 2b), arguing that RNA associates with peroxisomes through binding to proteins.

**Fig. 2:**
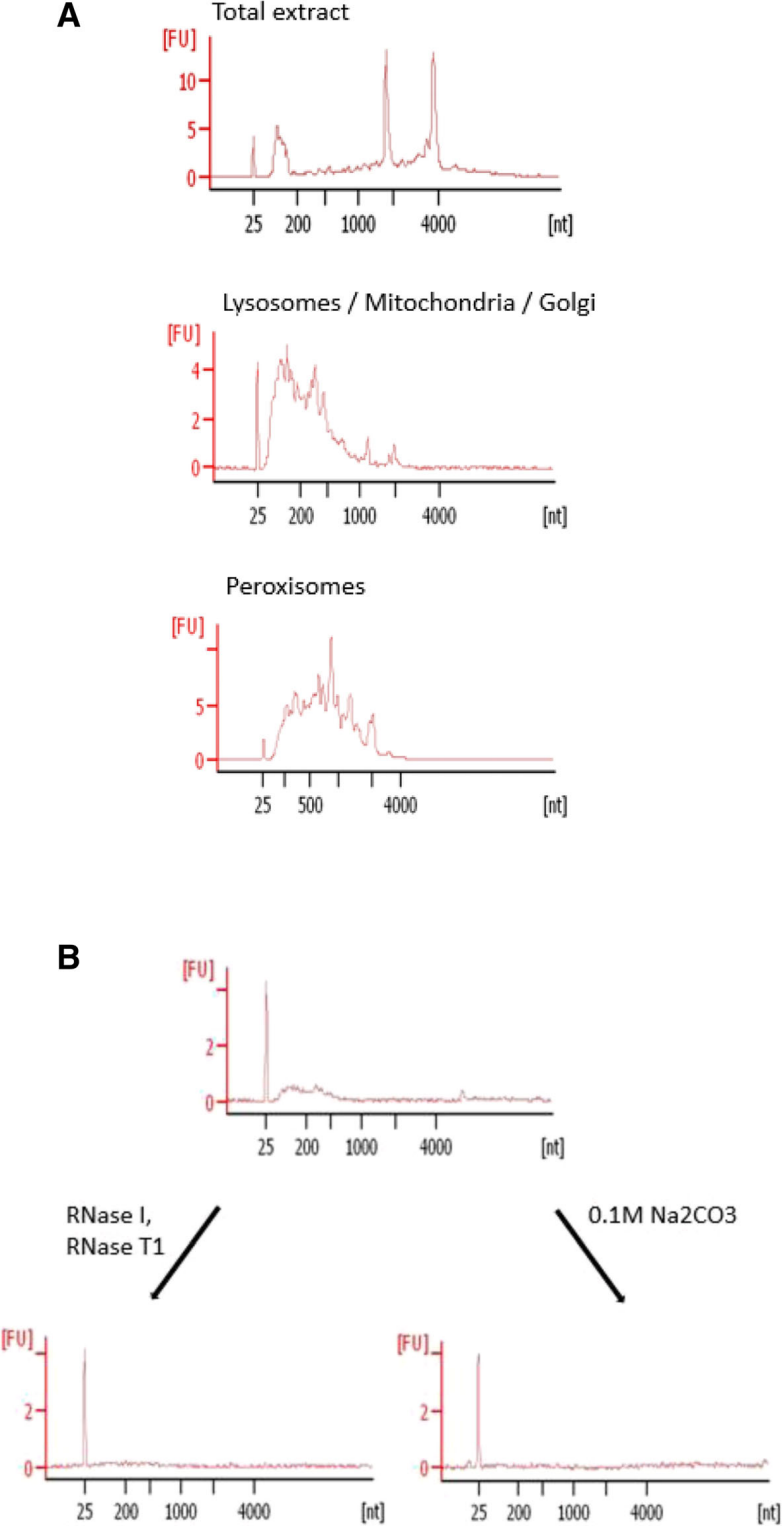
Analysis of peroxisomal RNA. **a** Bioanalyzer analysis of total RNA (T) and RNA isolated from mitochondrial/lysosomal (ML) and peroxisomal fractions (PX). **b** Bioanalyzer analysis of RNA isolated from peroxisomes treated with RNases and Na_2_CO_3_

### Microarray analysis of peroxisome-bound RNA

RNA isolated from the total liver extract (T), mitochondrial/lysosomal fractions (ML), peroxisomal fractions (PX) and peroxisomal fractions additionally subjected to immunoprecipitation with anti-PMP70 antibodies (IP) was analyzed using Illumina MouseWG-6 microarray with three biological replicas analyzed for each sample. 

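The RNA came from mouse liver, as total extract (T), from the first 3 gradient fractions with mitochondria and lysosomes (ML), from gradient fractions 16 to 18 with peroxisomes (PX), and from PX after immunoprecipitation with antibodies to PMP70 (IP), with 3 arrays for each. The authors deposited log2 values for 45281 probes on every array, made from background-corrected and normalized intensities, and these values were used as deposited, with no further normalization. A probe was taken to lie above background where its value exceeded 3, and 13961 to 16757 probes did so on the ML arrays, against 1863 to 2613 on T, 1869 to 2018 on PX and 1041 to 1667 on IP. Genes with a probe above background on all 3 arrays of a fraction numbered 8032 in ML, 1005 in T, 1274 in PX and 702 in IP, and 93.3% of such probes in T, 99.3% in PX and 98.2% in IP were also above background on all ML arrays. The mitochondrially encoded ND4 transcript, a subunit of respiratory complex I, was bright in every fraction, at 13.54 ± 0.18 in T, 13.58 ± 0.14 in ML, 10.57 ± 0.06 in PX and 11.10 ± 0.36 in IP (log2, mean ± SD, n = 3 arrays), in T and ML close to the highest value on any array (13.81). The mRNA of Tmsb4x, an actin-binding peptide, lay at 8.17 ± 0.22 in T and 10.60 ± 0.32 in ML, and that of the plasma protein Hpx (haemopexin) at 8.17 ± 0.26 in T and 13.59 ± 0.11 in ML. Arrays of the same fraction correlated at 0.925 or more, ML arrays at 0.989 or more, and T arrays correlated with ML arrays at only 0.521 to 0.633. Fractions were compared in limma over the 13175 probes above background on all 3 arrays of at least 1 fraction, and a probe counts as changed at an adjusted p under 0.05 and a fold change above 2. The replicas are called biological here and technical in the methods, so the p-values measure only the spread between these arrays, which may be technical, and their number limits the precision.

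**Figure D1:**
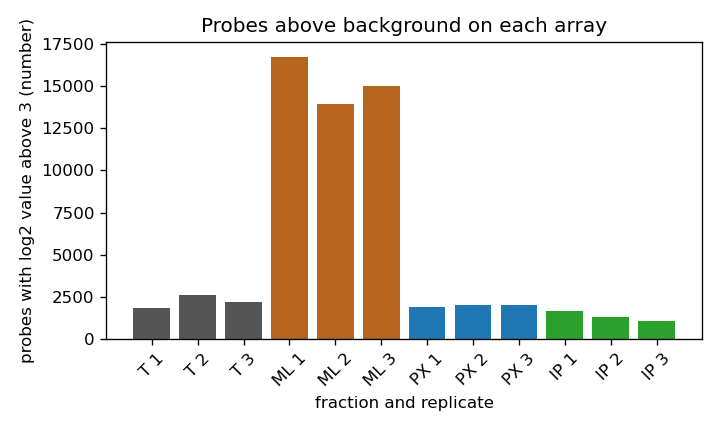
Number of probes with a deposited log2 value above 3 on each of the 12 arrays, by fraction.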

We applied normalization protocol, consisting of two steps: first background correction was performed using the negative control probes present on the chip (Additional file 1A and B), secondly we applied normalization by invariant gene set consisting of 400 genes with the lowest coefficients of variation (Additional file 1C and D).

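Saa1, an acute-phase protein, Cps1, the first enzyme of the urea cycle, and Dgat2, an enzyme of triglyceride synthesis, are among the mRNAs that set the ML arrays apart from the rest, with levels in ML of 11.67 ± 0.26, 10.64 ± 0.29 and 10.75 ± 0.26 (log2, mean ± SD, n = 3). Against T, Saa1 was higher in ML by a log2 fold change of 8.11 (standard error 0.23, adjusted p = 1.64e-15 from limma), and a dimmer probe of the gene was not above background in T. Principal components were computed from the deposited values with the logarithm undone, from the log2 values, and from log2 values with each probe centred on its mean. With each probe centred the arrays were the observations. In the other settings the probes were, so those shares describe variance between probes and not between arrays. The first component held 87.6% of the variance with the logarithm undone, 88.9% on the log2 scale and 95.6% with each probe centred. The second component held 10.9%, 8.32% and 2.34% in the same order, and the third 0.813% with the logarithm undone and 1.52% on the log2 scale.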

Principal component analysis (PCA) demonstrated that the variance across the samples was distributed across a large number of components, with the first largest component comprising less than 10% of the total variance and the second largest component covering less than 2% (Additional file 2). This indicated that after normalization no systematic bias was present in the expression data. PCA confirmed that all the respective samples were significantly separated: the first and second variance components separated the mitochondrial/lysosomal fraction (ML) from other sample types, the third component separated the total cellular fraction (T) from the peroxisomal fractions (PX and IP), as well as two peroxisomal fractions from each other (Fig. 3a). 

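On the centred log2 values, the ML arrays had scores of -338 to -267 on the first component, and the other 9 arrays had scores of 79.1 to 124. The second component set T (-43.8 to -40.7) against PX (32.0 to 33.7), with IP between them at 6.62 to 10.5 and ML at 0.401 to 1.65. Genes that differed between T and PX include Mup6, a major urinary protein, at 9.68 ± 0.45 in T, 5.51 ± 0.21 in PX and 5.28 ± 0.60 in IP, and Mup20, another member of that family, at 5.79 ± 0.40 in T, 8.70 ± 0.08 in PX and 5.60 ± 0.41 in IP. Between PX and IP a large fall was that of Serpina3n, a secreted protease inhibitor, from 8.42 ± 0.08 to 4.88 ± 0.41, a log2 fold change of -3.54 (standard error 0.31, adjusted p = 6.58e-06 from limma). PX and IP arrays correlated at 0.872 to 0.911, T and PX arrays at 0.718 to 0.778, and T and IP arrays at 0.785 to 0.835. The paper concludes from the components that the fractions were separated.

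**Figure D2:**
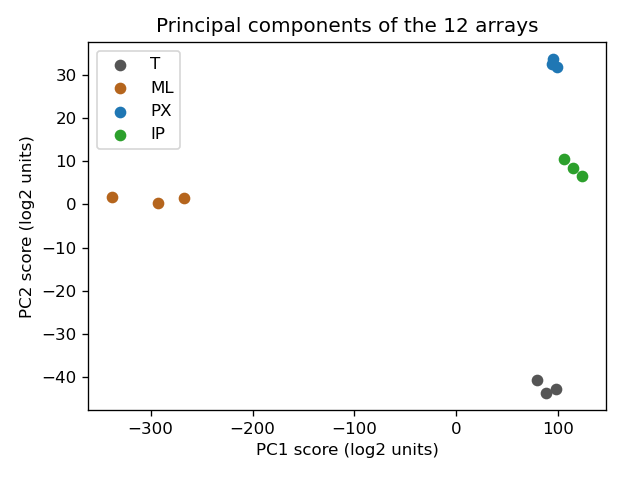
Scores of the 12 arrays on the first 2 principal components of the deposited log2 values, each probe centred on its mean.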

Our analysis revealed that the peroxisomal samples contained their unique sets of RNAs distinct from the total and mitochondrial/lysosomal fractions (Fig. 3b and c).

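Most mRNAs above background were brighter in ML than in any other fraction. Hsd3b7, an enzyme of bile acid synthesis, was higher in ML than in T by a log2 fold change of 7.04, Slc27a5, a bile acid-CoA ligase, by 7.52, Herpud1, an ER stress protein, by 7.03 and Cyp2a5, a cytochrome P450, by 7.39, and Aox3, an aldehyde oxidase not above background in T, was at least 175-fold higher. In total 11886 of the tested probes (7449 genes) were higher in ML than in T and 7 (3 genes) were lower in limma, with a median log2 fold change of 2.72 over all tested probes, and the lower count ran from 2 (without ML replicate 2) to 10 (without ML replicate 1). These counts depend on scaling, with 2460 higher and 708 lower under quantile normalization and 8226 and 199 with 75th percentile scaling. In PX against ML the iron carrier Trf fell by 9.06, the glutathione transferase Mgst1 fell by 8.69 on its brightest probe, Gstp1, of the same function, fell by 9.07 on its own, and the apolipoprotein Apoe fell by 9.02. Trf (13.39) and Apoe (12.98) lay in ML within 1 log2 unit of the highest value on any array (13.81), where signal can hide part of a change. In IP against ML the liver carboxylesterase Ces1c fell by 9.37, with 2 of 3 IP arrays above background, and Ahsg, a plasma carrier protein, fell by 7.31. limma called 1 probe, which has no gene name here, higher in PX than in ML and 12480 lower, and 0 higher in IP than in ML (also 0 at an unadjusted p under 0.05) and 12454 lower, and 1 probe was higher in IP without ML replicate 1. Under quantile normalization 729 were higher and 2327 lower in PX than in ML, and 702 higher and 2685 lower in IP than in ML.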

**Fig. 3:**
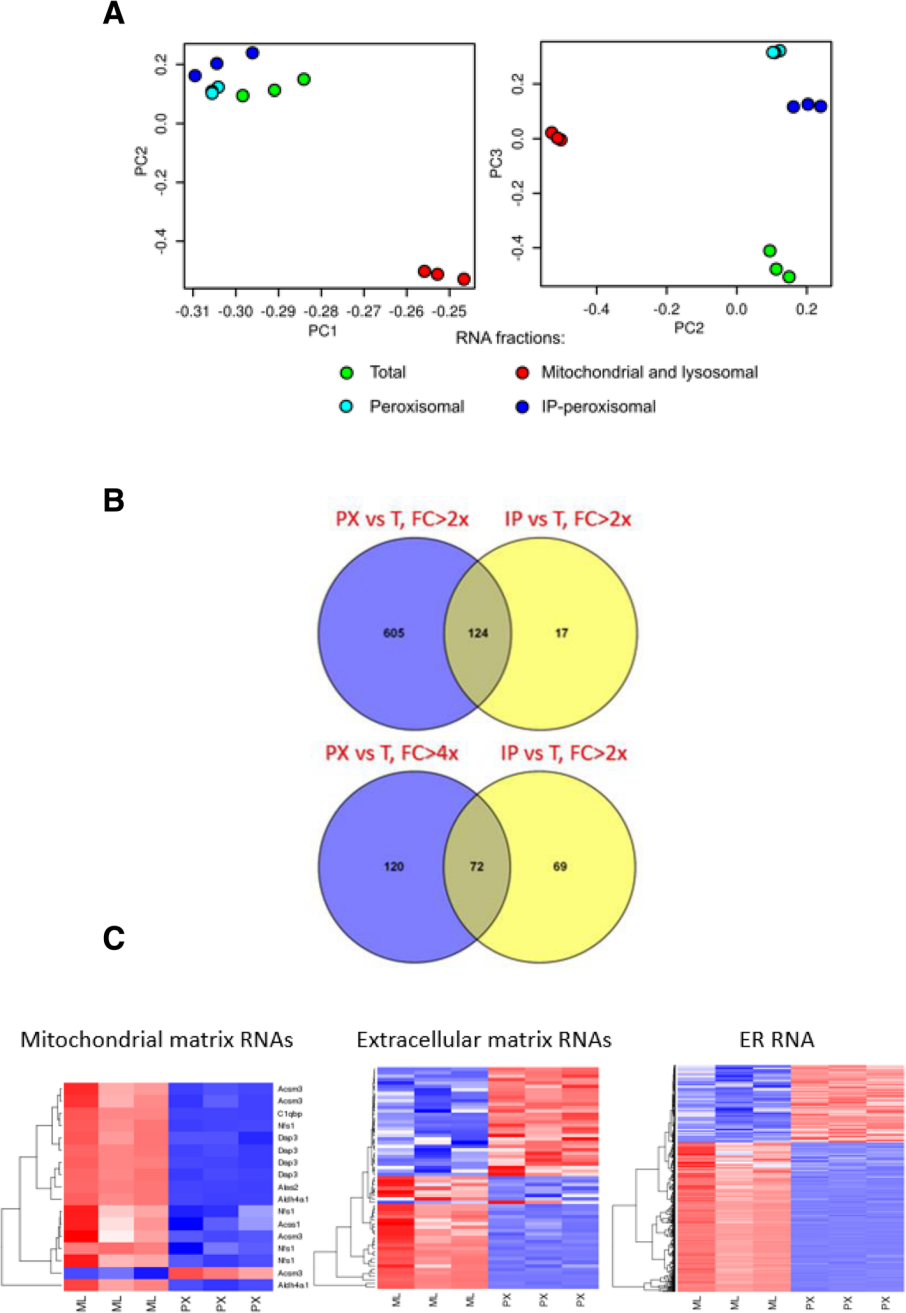
Microarray analysis of peroxisomal RNA. **a** Principal component analysis (PCA) of microarray data obtained from analyzing triplicate samples of total cellular RNA (T) and organellar fractions: mitochondrial/lysosomal (ML), peroxisomal (PX), peroxisomal additionally purified by immunoprecipitation (IP). **b** Venn diagrams demonstrating the numbers of common RNAs between those enriched in PX and IP fractions as compared to total cellular RNA (T) with different fold changes as indicated. **c** Hierarchical clustering of the RNAs more than 2-fold differentially over- or under-expressed in peroxisomes (PX), compared to the mitochondrial/lysosomal (ML) fraction; the RNAs are grouped by their annotated compartments (mitochondrial matrix, extracellular matrix, or encoplasmatic reticulum, ER); red color shows the magnitude of over-expression of a given RNA (in the rows of the diagrams) in a given sample (in the columns of the diagrams), the blue corresponds to the under-expression, and the white reflects lack of differences in the expression values across the samples

After normalization, genes differentially expressed in PX and IP fractions were identified in a paired analysis relative to the total cellular RNA (T fraction). In such a way we identified 729 RNAs overexpressed in the PX fraction with the expression fold change more than 2 times and 192 RNAs overexpressed with a fold change more than 4 times (Additional file 3). 

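Among the mRNAs with large rises in PX was that of Hacd3, a dehydratase of fatty acid elongation, which lay at 6.24 ± 0.06 in PX and was not above background in T, so that it rose at least 9.44-fold (adjusted p = 1.17e-07 from limma, n = 3 arrays each). Hsd3b7 rose from 4.53 ± 0.61 in T to 8.02 ± 0.05 in PX, a log2 fold change of 3.49 (standard error 0.32), and its second tested probe rose too. Lypla2, a lysophospholipase, rose by 3.31, and Herpud1 by 3.14 on its brightest probe and also on its second. Msrb1, a methionine sulfoxide reductase, and Igfbp4, a secreted binding protein of insulin-like growth factors, rose by 3.42 and 3.39, but the other probe of each did not change. Ftcd, an enzyme of histidine breakdown, rose by 3.35 with 1 of 3 T arrays above background, and its second tested probe did not change, while Egfr, the epidermal growth factor receptor, rose by 3.27 with 2 of 3 T arrays above background and with 2 of its 5 tested probes called. In the other direction, the mitochondrially encoded transcripts ND1, COX2 and ATP6 fell by 4.31, 4.23 and 4.12, Mup6 by 4.17, Trf by 3.64 and Apoe by 3.31. ND1 lay at 13.05 in T, within 1 log2 unit of the highest value on any array (13.81), where signal can hide part of a change. In all, 681 probes (596 genes) rose and 388 (214 genes) fell, 223 of those that rose had no T array above background, and 52.3% of the tested probes had PX and T arrays that did not overlap, where 10% are expected by chance. Under quantile normalization 1293 rose and 1020 fell. An offset between arrays shows over all probes, of which 1940 were higher in PX and 20159 lower, against 7702 and 6443 with the array medians made equal. Its part in the share of tested probes was not tested. By the criterion of the study, every PX array above every T array and a ratio of medians above 2, 592 genes passed, and 155 passed at a ratio above 4, a count that ran from 103 (without T replicate 1) to 194 (without T replicate 2). Under quantile normalization 1296 and 261 passed. Of 92 other probes of the genes that rose, all bright in ML, only 20 rose as well.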

As expected, immunoprecipitation significantly reduced the number of peroxisome-associated RNAs: in the IP fraction 141 RNAs were enriched relative to total RNA with a fold change more than 2 times and only 10 enriched with a fold change more than 4 times (Additional file 3). 

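Reln, which encodes the secreted glycoprotein reelin, had a large rise from T to IP, from 2.85 ± 0.60 with 1 of 3 T arrays above background to 5.94 ± 0.20 (log2 fold change 3.09, standard error 0.31, adjusted p = 1.78e-06 from limma, n = 3 arrays each). G6pc, the glucose-6-phosphatase of gluconeogenesis, above background on 2 of 3 T arrays, rose by 1.99, Prelp, a proteoglycan of the extracellular matrix, by 1.98, Syvn1, an ER ubiquitin ligase, by 1.95, and Gldc, a subunit of the glycine cleavage system, by 2.15, though only 2 of 3 T arrays were above background for Gldc and its other probe was at background in both. Mup6 fell by 4.40, the fibrinogen chain Fgg by 3.64, Hpx by 3.58 and the mitochondrially encoded COX2 by 3.51, the last by less than 2-fold under quantile normalization (-0.59). limma called 109 probes (97 genes) higher in IP than in T and 482 (268 genes) lower, and the higher count ran from 72 (without IP replicate 1) to 157 (without IP replicate 3). This balance depends on scaling, with 760 higher and 963 lower under quantile normalization. It turns when an invariant-probe normalization is repeated on the deposited values (2203 higher and 117 lower). That setting rests on 5 shared probes at background, with mean log2 levels of at most 2.31. By the criterion of the study 104 genes passed at a ratio of medians above 2 and 7 at a ratio above 4, the latter between 3 (without T replicate 1) and 12 (without T replicate 2). With the repeated invariant-probe normalization 2841 and 555 passed, and under quantile normalization 892 and 100. Against PX, immunoprecipitation lowered Dbp, a clock transcription factor, from 5.62 ± 0.10 to background, at least 6.15-fold, Rnase4, a secreted ribonuclease, by 3.44 on its brightest probe, Mup20 by 3.10 and Apof, an apolipoprotein, by 3.06. It raised Plvap, an endothelial membrane protein not above background in PX, at least 2.26-fold, Reln by 1.11, Uba6, a ubiquitin-activating enzyme above background on 1 of 3 PX arrays, by 1.06, and the haemoglobin mRNA Hba-a1 by 1.11. However, the calls of Uba6 and Hba-a1 end when any 1 of 5 and 4 arrays is left out, respectively, among them IP replicate 1 (log2 fold changes 0.83 and 0.84). The call of Reln ends when any 1 of 8 arrays is left out, among them T replicate 3 (adjusted p = 0.0551 from limma). In total 536 probes (464 genes) were lower in IP than in PX and 12 (8 genes) were higher, the latter between 5 (without IP replicate 1) and 17 (without IP replicate 3), and 122 under quantile normalization. Between IP and PX 21.2% of the tested probes did not overlap, where 10% are expected by chance. Over all probes 2456 were higher and 3667 lower in IP with no overlap, and 2594 and 3593 with the array medians made equal.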

The majority of RNAs enriched on peroxisomes after immunoprecipitation (IP) were common with those enriched on peroxisomes before immunoprecipitation (PX), thus pointing to specificity of their association (Fig. 3b). 

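Genes that rose in both fractions include Syvn1, with a log2 fold change of 2.56 in PX against T (adjusted p = 1.02e-06 from limma), Slco1b2, a bile acid transporter, with 2.20 in PX and 1.89 in IP on 1 of its 2 tested probes, Zfp36l1, an mRNA decay factor above background on 1 of 3 T arrays, with 1.44 on 1 of 2 tested probes and 1.89 on both, and Reln, with 1.98 in PX. Uba6 and Plvap rose in IP by 1.27 and 1.10 but not in PX, with 1 of 3 T arrays above background for each, and Plvap is lost without IP replicate 1 (log2 fold change 0.88). By the criterion of the study, 95 of the 104 genes higher in IP than in T (91.3%) were also higher in PX, 9 were higher in IP alone and 497 in PX alone, and at a ratio above 4 the lists shared 4 genes. Lists of these sizes drawn independently from 19057 genes would share 3.23, but both comparisons use the same T arrays. In 100 simulations with no difference between fractions and the same T arrays for both comparisons, the lists held only 0.920 and 0.850 genes on average and shared 0.0600, too few to tell how much of the overlap comes from the shared arrays. The shared number ran from 64 (without T replicate 1) to 146 (without T replicate 2). It was 534 under quantile normalization and 590 with invariant-probe normalization repeated on the deposited values. In limma 97 probes were higher than T in both fractions, where 5.63 are expected for independent lists, and 364 were lower in both, where 14.2 are expected. The paper takes the overlap as evidence that the association is specific.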

According to Gene Ontology (GO) cellular component annotation, there were 13 mRNAs encoding *bona fide* peroxisomal proteins in PX and IP enriched lists: *Acaa1a* and *Acaa1b*, encoding peroxisomal thiolases; *Pex6*, *Pex19*, *Pex11a* and *Pex11b*, encoding peroxisomal biogenesis factors; *Abcd3*, encoding fatty acid transporter PMP70; *Hsd17b4*, encoding multifunctional enzyme type 2; *Paox*, encoding polyamine oxidase; *Nudt7*, encoding coenzyme A diphosphatase; *Acox2*, encoding acyl-coenzyme A oxidase; *Baat*, encoding bile acid CoA:amino acid N-acyltransferase; *Acsl5*, encoding long-chain fatty-acid-coenzyme A ligase.

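Of these 13 mRNAs 11 are analysed here. Acaa1a rose from 3.78 ± 0.53 in T to 6.51 ± 0.07 in PX (log2 fold change 2.73, standard error 0.30, adjusted p = 3.28e-06 from limma) and to 4.95 ± 0.39 in IP (1.17). The rise of Acaa1a in IP is lost when any 1 of 4 arrays is left out, among them T replicate 1 (0.97, adjusted p = 0.0702 from limma). Acaa1b rose by 1.93 in PX and by 1.74 in IP, from 4.50 ± 0.71 in T. Abcd3 rose from 2.74 ± 0.37 in T, with 1 of 3 arrays above background, to 4.27 ± 0.14 in PX (1.54) and 4.90 ± 0.26 in IP (2.16), and its 3 other tested probes were at background in all 3 fractions. Pex6 was not above background in T and rose at least 3.52-fold in PX and at least 1.84-fold in IP, and Pex19, above background on 1 of 3 T arrays, rose by 1.70 in PX but not in IP (0.17, adjusted p = 0.78 from limma). Pex11a was not above background in T and was at least 1.24-fold higher in PX, too dim to tell whether it rose by 2-fold, while in IP it rose at least 1.41-fold, with a log2 fold change that falls under the limit without IP replicate 1 (0.98); other tested probes of Pex6, Pex19 and Pex11a were at background. Hsd17b4 rose by 1.53 in PX and Nudt7 by 1.35, on 1 of 4 probes of Nudt7, and neither rose in IP. Acox2 and Baat, not above background in T, rose at least 1.35-fold and 2.05-fold in PX and did not rise in IP. Acsl5 rose by 1.16 in PX, less than 2-fold without T replicate 1 (0.97), while its second tested probe went the other way (-0.91 in PX and -1.21 in IP, with 1 of 3 IP arrays above background). With invariant-probe normalization repeated on the deposited values this change in IP turns to 0.35. Under quantile normalization the rises of Acsl5 (0.74) and Nudt7 (0.96) in PX were less than 2-fold. As a list the 11 genes had 10 higher and 0 lower in PX and 5 higher and 0 lower in IP, the same when adjusted over the list alone, with an adjusted p of 3.63e-11 in PX from camera in limma (0.766 with an estimated correlation). The study chose this list on the same arrays, so its shift is not independent evidence. All 11 were brighter in ML than in PX and IP, as most mRNAs were, with Acaa1a at 10.37 ± 0.42 and Abcd3 at 10.27 ± 0.49 in ML. The rises against T thus do not show that these mRNAs are highest in the peroxisomal fractions.

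**Figure D3:**
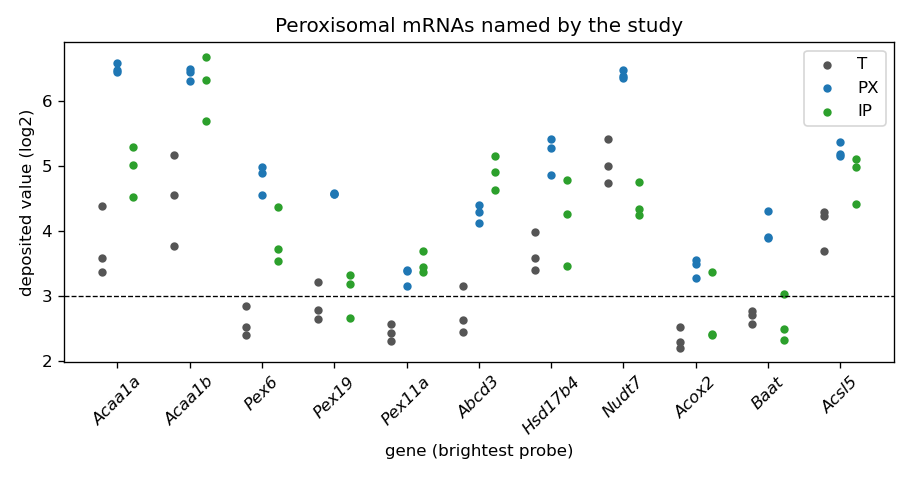
Deposited log2 values of 11 peroxisomal mRNAs on each array of T, PX and IP, for the brightest probe of each gene; the line marks the background limit of 3.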

Next, we sought to investigate which cellular component gene ontologies were overrepresented in pairwise comparisons between the analyzed subcellular fractions. For this purpose, we classified genes expressed in each fraction by cellular component according to the GO database and tested statistical overrepresentation (Fisher’s exact test) of the cellular components in the lists of genes, whose expression in all technical replicas of one subcellular fraction exceeded their expression in any technical replica of other subcellular fraction. 

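Atp5b, the catalytic subunit of ATP synthase, lay at 12.43 ± 0.24 in ML and 6.43 ± 0.40 in T (log2, mean ± SD, n = 3), and Cox5a, a subunit of cytochrome c oxidase, at 10.32 ± 0.41 and 4.52 ± 0.22. Of 211 tested mRNAs of mitochondrial proteins, listed by hand before the data were examined, 209 were higher in ML than in T and 0 lower, also when adjusted over the list alone, among them all 66 mRNAs of oxidative phosphorylation and all 70 of the mitochondrial ribosome. Relative to all other genes the list was shifted by a log2 fold change of 1.88 (adjusted p = 2.26e-06 from camera in limma, 0.857 with an estimated correlation). Under quantile normalization the shift is 0.29 (adjusted p = 0.0881 from camera in limma). Of 8107 tested genes of any kind 7449 were higher in ML than in T. Of the 11886 probes higher in ML 9664 had no T array above background, so a shift depends on the level of a list in ML. That level was not matched here, and peroxisomal proteins were shifted by 1.48 in the same comparison. All 211 mRNAs of mitochondrial proteins were lower in PX and in IP than in ML, with relative shifts of -1.77 and -1.92 that depend on the level in ML too. The mitochondrially encoded transcripts did not follow the nuclear ones, since ATP6 of ATP synthase lay at 11.05 ± 0.67 in ML and 11.71 ± 0.48 in T, and the 8 such transcripts had a median ML to T log2 fold change of -0.44 against 2.72 for all tested probes. Signal near the upper end of the arrays can hide a change, and without the 3 such transcripts within 1 log2 unit of the highest value the median was -0.66. With Fisher's exact test on genes whose arrays did not overlap, 218 mitochondrial genes were higher in ML than in T and 1 lower (enrichment 5.19, adjusted p = 1). Genes of lysosomal proteins, such as the proteases of the cathepsin family, were all higher in ML than in T (36 of 36) with a relative shift of 1.02 (adjusted p = 0.0659 from camera in limma).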

Consistently with *a priori* knowledge that mitochondrial mRNAs are targeted to mitochondria, ML fraction was significantly enriched (2–3 fold) with “mitochondrion” and “mitochondrial inner membrane” ontologies as compared to any other fraction (Additional file 4). The mRNA species encoding mitochondrial proteins were 1.4-fold enriched in the PX fraction, compared to total and IP fractions, which implies that some contamination with mitochondrial material might be present in PX fraction, but it was successfully removed by immunopurification. Both peroxisomal fractions, PX and IP, were significantly enriched in mRNAs encoding extracellular proteins as compared to ML fraction. 

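Mitochondrial mRNAs went both ways in PX against T. Cpt2, an enzyme of fatty acid import, rose by 2.60 on the brightest of 3 probes (adjusted p = 1.84e-06 from limma), Mrpl38, a mitochondrial ribosomal protein, by 2.52 on 1 of 2 tested probes, Sod2, the superoxide dismutase of the matrix, by 1.89, and Mrpl21, not above background in T, at least 2.82-fold. Cox5a fell at least 2.87-fold to background and Atp5l, a subunit of ATP synthase, fell by 1.92 on 1 of 2 tested probes, and among mitochondrially encoded transcripts 7 of 8 fell and 0 rose. Of the 211 listed nuclear mRNAs of mitochondrial proteins 36 rose in PX and 13 fell, also when adjusted over the list alone, and 88 were at background in both fractions, with a relative shift of 0.12 (adjusted p = 0.351 from camera in limma) that turns to -0.11 under quantile normalization. Matrix enzymes moved up, with 19 of 75 higher and 0 lower (adjusted p = 4.58e-04 from camera in limma, 0.995 with an estimated correlation), whereas oxidative phosphorylation had 7 higher and 13 lower of 66 (adjusted p = 0.116 from camera in limma). From PX to IP, Glyat, a glycine acyltransferase of the matrix, fell by 2.19, Sod2 by 2.07, Cpt2 by 1.99 and Mrpl21 to background, at least 2.82-fold. The list had 27 lower and 0 higher in IP than in PX (28 lower when adjusted over the list alone), with a relative shift of -0.15 (adjusted p = 0.0288 from camera in limma, 0.973 with an estimated correlation), and the shift is -0.10 without IP replicate 3 (adjusted p = 0.138 from camera in limma). The direction of this shift turns under quantile normalization (0.0426), with the filter on the 2 fractions compared (0.0350) and without the ML arrays (0.00268). By Fisher's exact test on genes whose arrays did not overlap, mitochondrial genes were enriched 3.42-fold among those higher in PX than in T (adjusted p = 2.21e-09), and with the array medians made equal the enrichment was 1.03-fold. The paper proposes mitochondrial material in PX that immunopurification removed.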

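Hp (haptoglobin), a plasma protein, lay at 13.14 ± 0.19 in ML, 5.23 ± 0.23 in PX and 4.86 ± 0.60 in IP (log2, mean ± SD, n = 3 arrays), a fall of 7.90 in PX (standard error 0.29, adjusted p = 6.68e-15 from limma), and Ahsg (fetuin A) fell by 5.38 in PX on its brightest probe. Serpina1c, an antitrypsin, lay at 13.50 ± 0.16 in ML and 5.43 ± 0.14 in PX, and Kng1 (kininogen) at 13.44 ± 0.17 and 10.37 ± 0.11. In ML, Hp, Serpina1c and Kng1 lay within 1 log2 unit of the highest value on any array (13.81), where signal can hide part of a change. Of 99 tested mRNAs of proteins that the liver secretes into plasma, all 99 were lower in PX than in ML, all 99 were lower in IP than in ML and none was higher in either. No named gene of any kind was called higher in either, so these counts do not set the list apart from other genes. Relative to all other genes the list was shifted by -2.49 in PX (adjusted p = 2.16e-04 from camera in limma, 0.866 with an estimated correlation) and by -3.07 in IP (adjusted p = 4.57e-07 from camera in limma, 0.82 with an estimated correlation). Under quantile normalization these shifts are -0.74 (adjusted p = 0.293 from camera in limma) and -0.94, and Ahsg fell by less than 2-fold in PX (-0.59). Of 12480 probes lower in PX than in ML 10276 had no PX array above background, and of 12454 lower in IP 10812 had no IP array. Such shifts thus depend on the level of a list in ML, which was not matched. Genes whose PX arrays all lay above all ML arrays numbered 71 and those with the reverse order 15553, and by Fisher's exact test 0 secreted proteins were in the former and 100 in the latter. Once the medians of all arrays were made equal, 5015 genes were higher in PX than in ML, but only 8 of them were above background on all PX arrays.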

Around 35% of the mRNA species overexpressed in the PX, relative to the ML fraction, encoded proteins secreted by the cells upon wounding. 

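Fga and Fgg, chains of fibrinogen, F2 (prothrombin) and Plg (plasminogen) act in clotting and its reversal, and the mRNA of F2 lay at 10.96 ± 0.40 in ML and that of Plg at 11.81 ± 0.22, while F2 was not above background in PX or IP and Plg not in PX (log2, mean ± SD, n = 3). All 37 tested mRNAs of coagulation and the acute phase, listed by hand before the data were examined, were lower in PX than in ML (relative shift -2.67, adjusted p = 0.00167 from camera in limma, 0.866 with an estimated correlation), and all were lower in IP than in ML (relative shift -3.25). Of 8107 tested genes of any kind 7742 were lower in PX than in ML. These shifts also depend on the level of the list in ML, which was not matched. Against T, F9 (coagulation factor IX) rose in PX by 1.83 and Serpina10, an inhibitor of factor X, by 2.47 (adjusted p = 5.17e-06 from limma), while Fgg fell by 2.46, and F2 and Plg fell at least 3.16-fold and 5.29-fold to background. The other probes of Plg did not change. In that comparison 8 of the list rose in PX and 12 fell (8 and 12 when adjusted over the list alone). In IP against T 0 rose and 16 fell (relative shift -0.80, adjusted p = 8.39e-09 from camera in limma, 0.936 with an estimated correlation).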

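Ecm1, a glycoprotein of the extracellular matrix, rose from 3.81 ± 0.24 in PX to 5.34 ± 0.56 in IP (log2 fold change 1.53, standard error 0.27, adjusted p = 0.00122 from limma, n = 3 arrays each), and its other probe was at background in both. Col18a1, the collagen chain that gives rise to endostatin, fell by 1.39 on 1 of 2 tested probes, and by less than 2-fold under quantile normalization (-0.38). Prelp changed by 0.94 (adjusted p = 0.0795 from limma) and Agrn, a basement membrane proteoglycan, by -0.84. Of 40 tested mRNAs of the extracellular matrix 2 were higher in IP than in PX and 1 lower (2 and 1 when adjusted over the list alone), with a relative shift of 0.29 (adjusted p = 4.01e-05 from camera in limma, 0.973 with an estimated correlation). Markers of stellate cells and fibroblasts, with Dcn on both lists, moved the same way, with 2 higher and 0 lower of 9 and a relative shift of 0.47 (adjusted p = 0.00185 from camera in limma, 0.973 with an estimated correlation). By Fisher's exact test on genes whose arrays did not overlap, 12 matrix genes were higher in IP and 4 lower (enrichment 6.67, adjusted p = 0.027). Most of the list was at background in both fractions (29 of 40), and of all 968 genes whose IP arrays lay above all PX arrays only 35 were above background on every IP array.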

At the same time, in a small, but a more specific subset of mRNA species encoding extracellular matrix proteins, IP fraction demonstrated 6.6-fold enrichment as compared to PX fraction. This group in IP mRNAs was represented by transcripts of seven genes, five of which were functionally related to thrombospondin: two thrombospondin motif-containing metallopeptidases (Adamts12 and Adamts19), a thrombospondin (Thsd4), and decorin (Dcn), an interactor of thrombospondin.

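Of these genes, decorin passed the test in limma, and the others were at background on their brightest probes. Dcn, a proteoglycan of connective tissue, rose from 5.66 ± 0.07 in PX to 6.90 ± 0.41 in IP on its brightest probe (log2 fold change 1.25, standard error 0.29, adjusted p = 0.0108 from limma, n = 3 arrays each), and the call is lost without PX replicate 3 (adjusted p = 0.0617 from limma). Against T, Dcn in IP had a log2 fold change of 0.91 (adjusted p = 0.0532 from limma), and a second tested probe of Dcn was not above background in PX or IP. Adamts12 was not above background on its brightest probe in PX (2.28 ± 0.12) or IP (2.24 ± 0.08), and on another of its probes (2.47 in PX and 2.93 in IP) 1 of 3 IP arrays exceeded the limit. Adamts19 lay at 2.37 ± 0.03 in PX and 2.44 ± 0.04 in IP, and Thsd4 at 2.75 ± 0.25 and 2.73 ± 0.17, all at background. All IP arrays lay above all PX arrays on that dimmer probe of Adamts12, on the brightest probe of Adamts19 and on 2 dimmer probes of Thsd4, of which the tested one did not pass (adjusted p = 0.134 from limma). The paper proposes a functional link of the group to thrombospondin.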

### Validation of microarray by immunofluorescent imaging and qRT-PCR

*Hmgcs1* mRNA (by old annotation LOC100040592) was the top enriched RNA in the PX list with enrichment fold change of 9.89-times (Additional file 3). Similarly, it was among the top 50 enriched mRNAs in the IP list (Additional file 3). In order to visualize the localization of *Hmgcs1* mRNA relative to peroxisomes we performed fluorescence *in situ* hybridization (FISH) in normal mouse hepatocytes using LNA probes targeting *Hmgcs1* in combination with immunofluorescence staining of peroxisomes with anti-PMP70 antibodies. We observed significant co-localization of *Hmgcs1* FISH and PMP70 immunofluorescence signals, thus pointing to preferential co-localization of *Hmgcs1* mRNA with peroxisomes (Fig. 4).

**Fig. 4:**
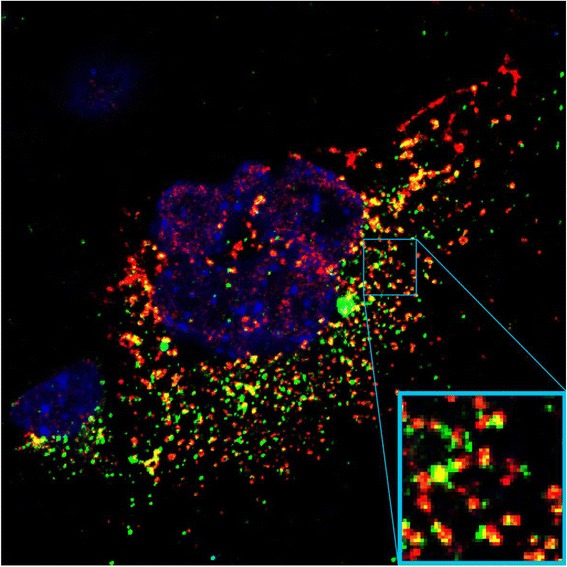
Colocalization of *Hmgcs1* mRNA with peroxisomes. *Hmgcs1* mRNA and PMP70 protein were visualized by a combined procedure of fluorescence *in situ* hybridization (FISH) using LNA probes targeting *Hmgcs1* (red) and immunofluorescence staining with anti-PMP70 antibodies (green)

The presence of *Hmgcs1* mRNA and two other mRNAs highly enriched in PX and IP fractions, *Abcd3* and *Acaa1a*, in the 18 fractions of the OptiPrep gradient was analyzed by qRT-PCR. All three mRNAs were highly enriched in the fractions 16–18, containing peroxisomes (Fig. 1b).

### Integration of microarray data with mass spectrometry data

Since we found that many peroxisomal mRNA species encode proteins involved in lipid-related biological processes, we checked which mRNA represent the proteins actually located in the peroxisomes. Since the number of proteins annotated as peroxisomal was rather small and could not explain the majority of the lipid-related biological processes derived from the annotation of the mRNAs, we expanded our search by including two proteomics data sets generated by the same experimental group, using mass-spectrometry: murine kidney peroxisomal proteins [20] and human liver peroxisomal proteins [21]. The mouse kidney proteomics data set contained 175 proteins common with the human liver peroxisome data set (Fig. 5a). The common proteins accounted for 18% of the mouse and 54% of the human data sets, respectively (Fig. 5a). The difference between the fractions could be explained by a greater sensitivity of the mass spectrometry analysis carried out for the mouse data set. Overall, both data sets demonstrated sufficient consistency. A total of 59 peroxisomal mRNA species selected at the differential expression fold change exceeding 2 encoded proteins identified in the mouse kidney peroxisomes (Fig. 5b, Additional file 5). The minority of these mRNAs (12 species) were identified in the IP fraction, and all them were, at the same time, represented in the PX fraction (Fig. 5b). 

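Aldh2, a mitochondrial aldehyde dehydrogenase, rose in PX by 3.08 against T and did not pass the test in IP (1.06, adjusted p = 0.0833 from limma). Tufm, a mitochondrial elongation factor above background on 1 of 3 T arrays, rose in PX by 1.21, and Mif, a cytokine, rose in PX by 1.78 on 1 of 2 tested probes (adjusted p = 7.40e-05 from limma, n = 3 arrays each). Gene names here matched 56 of the 59 mRNAs that the paper lists for the kidney proteome. By the criterion of the study 48 of these were higher in PX than in T, 10 in IP and 9 in both. limma called 49 higher and 0 lower in PX, and 9 higher and 1 lower in IP. All 56 were brighter in ML than in PX. The list was drawn from genes that the study had called on these arrays, so these counts are not independent evidence.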

A similar result was obtained with the proteome of the human liver peroxisomes. A total of 34 mRNAs were identified as encoding the proteins of this data set, six of which were common to the PX and the IP fraction (Fig. 5c, Additional file 5). 

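G6pc rose in PX by a log2 fold change of 1.34 with 2 of 3 T arrays above background, Gstz1, an enzyme of tyrosine breakdown, by 1.89 (adjusted p = 3.07e-05 from limma), and Aldh6a1, a methylmalonate semialdehyde dehydrogenase not above background in T, at least 2.73-fold. Of the 34 mRNAs that the paper lists for the human liver proteome, 29 had a gene name here, and by the criterion of the study 23 of these were higher in PX than in T, 3 in IP and 3 in both. limma called 24 higher in PX and 3 in IP and none lower. As for the kidney, the names come from genes called on the same arrays.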

The representation of the IP mRNA species in their total number was comparable in both data sets: 20% in the mouse kidney and 18% in the human liver peroxisomal proteome. No statistically significant enrichment of the mRNA distribution into the PX and IP fractions was detected in either of the proteomics data sets (Fisher’s exact test *P* = 1.0).

**Fig. 5:**
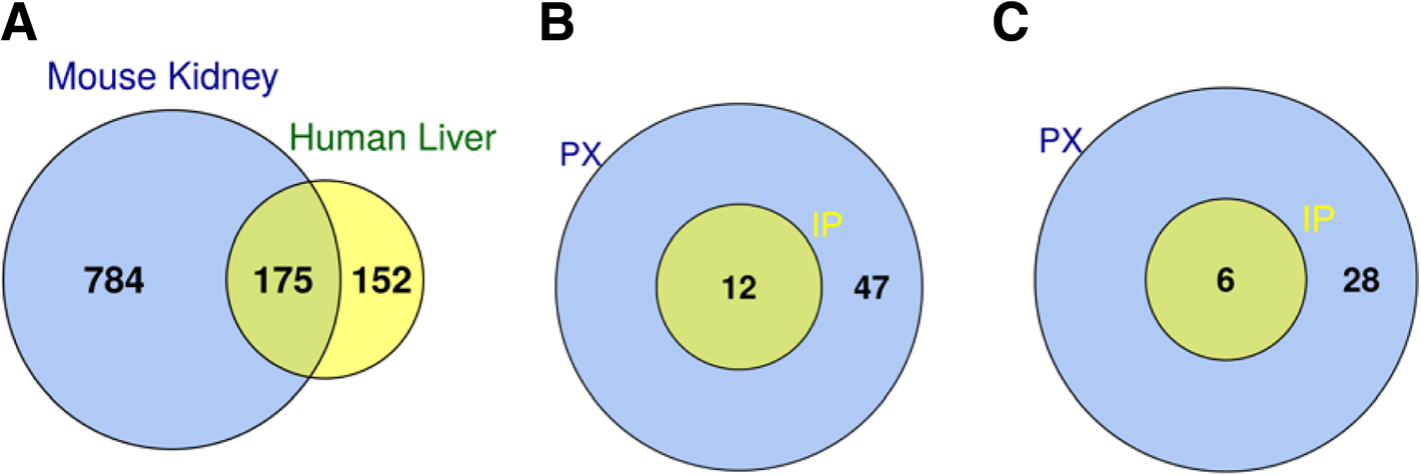
Integration of microarray data with mass spectrometry data. **a** Venn diagram demonstrating the number of common proteins between two data sets used in this study (mouse kidney and human liver). **b** Venn diagram demonstrating the number of common mRNAs between PX and IP fractions, which overlapped with the respective proteins in the mouse kidney data set. **c** Venn diagram demonstrating the number of common mRNAs between PX and IP fractions, which overlapped with the respective proteins in the human liver data set

Next, we analyzed the specific cellular functions associated with the integrated mRNA and protein lists. We retrieved the GOs annotating the genes, whose products were detected in the peroxisomes on the levels of both mRNA and proteins. Since the design of our experiment included two peroxisomal fractions, PX and IP, we were interested in the statistically significant GOs common and unique to one of the two respective gene lists. The common cellular component GOs included the peroxisome (genes *Abcd3*, *Gstk1*, *Pex11a*, *Pex6*) and the mitochondrial membrane (genes Abcd3, Gstk1, Cyb5b, Got2, Nipsnap1) (Additional file 5). Thus, two genes (Abcd3 and Gstk) shared the peroxisomal and the mitochondrial annotations. 

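Gstk1, a glutathione transferase of mitochondria and peroxisomes, rose from 3.33 ± 0.24 in T to 4.99 ± 0.21 in PX (log2 fold change 1.66, standard error 0.27, adjusted p = 2.08e-04 from limma) and 4.44 ± 0.46 in IP (1.11). The rise of Gstk1 in IP is lost when any 1 of 4 arrays is left out, among them IP replicate 1 (0.89, adjusted p = 0.0577 from limma), and its second tested probe changed in neither (0.51 and -0.43). Cyb5b, a cytochrome b5 of the outer mitochondrial membrane, changed by less than 2-fold in PX (0.92) and rose by 1.04 in IP, which falls under the limit when any 1 of 4 arrays is left out, among them T replicate 1 (0.92). Got2, the mitochondrial aspartate aminotransferase, rose by 2.33 in PX and 1.10 in IP, the latter lost when any 1 of 4 arrays is left out, among them T replicate 1 (0.96, adjusted p = 0.081 from limma), and its second tested probe was at background. From PX to IP, Got2 fell by 1.23, a fall lost when any 1 of 4 arrays is left out, among them IP replicate 3 (-0.95). Under quantile normalization this fall is gone (0.0263). Nipsnap1, a protein of the mitochondrial membrane above background on 1 of 3 T arrays, rose by 2.64 in PX and changed by 1.00 in IP (adjusted p = 0.0498 from limma).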

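Aldh4a1, the second enzyme of proline breakdown, rose from 4.38 ± 0.54 in T to 7.58 ± 0.12 in PX and 6.52 ± 0.40 in IP (log2 fold changes 3.20 and 2.14, adjusted p = 8.53e-07 and 1.00e-04 from limma, n = 3 arrays each), while its second tested probe was at background in all 3. Fah, the last enzyme of tyrosine breakdown, rose from 5.86 ± 0.44 to 8.66 ± 0.08 in PX (2.80) and to 6.92 ± 0.39 in IP (1.06). Its rise in IP is lost when any 1 of 4 arrays is left out, among them T replicate 1 (0.83, adjusted p = 0.0945 from limma). Hibadh, a dehydrogenase of valine breakdown, rose by 2.32 in PX and did not pass the test in IP (0.70, adjusted p = 0.136 from limma). From PX to IP, Fah fell by 1.73 and Hibadh by 1.63, changes of less than 2-fold under quantile normalization (-0.70 and -0.64).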

The common biological process GOs included: dicarboxylic acid biosynthesis (Aldh4a1 and Got2), peroxisome organization (Abcd3, Pex11a, Pex6), glutamine family amino acid metabolic process (Aldh4a1, Fah, Got2), and carboxylic acid catabolic process (Abcd3, Fah, Got2, Hibadh) (Additional file 5). The biological processes and cellular compartments unique to the PX fraction included mitochondrial GO terms: mitochondrial respiratory chain, tricarboxilic cycle, ATP synthesis coupled electron transport and others (Additional file 5). 

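Idh3g, a subunit of isocitrate dehydrogenase in the tricarboxylic acid cycle, rose from 3.18 ± 0.38 in T, with 2 of 3 arrays above background, to 5.50 ± 0.05 in PX (log2 fold change 2.32, standard error 0.26, adjusted p = 4.13e-06 from limma) and did not pass the test in IP (0.60). Suclg1, a subunit of succinyl-CoA ligase, rose by 1.72 in PX and not in IP (0.39, adjusted p = 0.466 from limma), and the second tested probes of Idh3g and Suclg1 did not change. Idh3b rose by 1.12, with 1 of 3 T arrays above background, and is lost when any 1 of 2 arrays is left out, among them T replicate 3 (0.90, adjusted p = 0.0922 from limma). Ndufa13, a subunit of complex I, rose by 1.87 in PX and Atp5b by 1.77, while Ndufa4 and Ndufa6 fell by 1.43 and 1.48, Ndufa6 with 1 of 3 PX arrays above background. From PX to IP, Idh3g fell by 1.72, Suclg1 by 1.34 and Ndufa13 by 1.34, all less than 2-fold under quantile normalization (-0.95, -0.46 and -0.20).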

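Dbi, the acyl-CoA-binding protein, rose from 7.98 ± 0.46 in T to 10.49 ± 0.09 in PX on its brightest probe (log2 fold change 2.51, standard error 0.28, adjusted p = 3.28e-06 from limma) and did not change in IP (0.42). Its second tested probe fell by 1.17 in PX and 1.48 in IP, the latter turning to a rise with the repeated invariant-probe normalization (0.72). Decr1, a reductase of unsaturated fatty acid oxidation, was not above background in T or IP and rose at least 1.51-fold in PX. Gcdh, a dehydrogenase of lysine breakdown, changed by less than 2-fold in PX (0.95, adjusted p = 0.0186 from limma). Dcakd, a putative kinase of coenzyme A synthesis, was above background on 2 of 3 PX arrays and on no T array, at least 1.19-fold higher (adjusted p = 0.0278 from limma), too dim to tell whether it rose by 2-fold.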

Surprisingly, some peroxisome-associated GO terms were also identified as specific to PX: fatty acid beta-oxidation (Acox2, Acsl5, Dbi, Decr1), lipid modification (Acox2, Acsl5, Dbi, Decr1, Gcdh, Por), coenzyme metabolic process (Dcakd, Gcdh, Hmgcl, Idh3b, Idh3g, Nudt7, Suclg1).

## Discussion

In this study we applied microarray analysis to identify a subset of transcriptome associated with peroxisomes. The highly specific purification of peroxisomes may not be a trivial task given their close association with other membrane organelles, such as ER, mitochondria and lipid droplets [22]. The combination of differential centrifugation with isopycnic centrifugation in density gradient of iodinated media, such as Nycodenz is the method of choice in the majority of studies characterizing peroxisomal proteome that produces peroxisomal preparations of sufficient purity for mass-spectrometric analysis [23–25]. In order to ensure additional purity of samples subjected to analysis Kikuchi et al. suggested to use an additional step of immunopurification using antibodies against highly abundant peroxisomal membrane protein PMP70 [26]. In contrast to proteome content of peroxisomes consisting of matrix and integral membrane proteins, here we demonstrate that treatment with RNases and sodium carbonate eliminates RNA from peroxisomal preparations implying that it associates at the periphery of the organelle via the noncovalent contacts with the membrane proteins. This may pose two potential methodological problems: on the one hand preparation of RNA associated at the exterior can be more prone to contamination by non-specific background binding or by co-purifying RNA associated with other membrane organelles that form close physical contacts with peroxisomes. Whereas such problem can be addressed by performing an additional step of immunopurification, the latter may lead to stripping off more loosely bound RNA, whose association with peroxisomes could still be biologically meaningful. As a compromise solution, we analyzed both samples purified by density centrifugation and additionally purified by immunoprecipitation with anti-PMP70 antibody. 

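In IP against T, Mrpl38 rose by 1.03, a call that ends when any 1 of 3 arrays is left out, among them IP replicate 1 (log2 fold change 0.87). Atp5l and Ndufa4, above background on 2 of 3 IP arrays, fell by 1.86 and 1.71, Ndufa6, on 1 of 3, by 1.53 and Cox5a at least 2.87-fold to background (adjusted p = 1.55e-05 from limma, n = 3 arrays each). Of the 211 listed mRNAs of mitochondrial proteins 4 were higher in IP than in T and 17 lower (5 and 17 when adjusted over the list alone), with a relative shift of -0.03 (adjusted p = 0.962 from camera in limma) that turns to 0.0140 without IP replicate 3. It also turns with invariant-probe normalization repeated on the deposited values (0.30), with the filter on the 2 fractions compared (0.0873) and without the ML arrays (0.0413). With that repeated normalization the falls of Atp5l (-0.0790), Ndufa4 (-0.0781), Ndufa6 (-0.22) and Cox5a in IP were less than 2-fold. Oxidative phosphorylation had 0 higher and 16 lower of 66 (relative shift -0.30, adjusted p = 0.00591 from camera in limma, 0.957 with an estimated correlation), and matrix enzymes 3 higher and 1 lower of 75. Of the mitochondrially encoded transcripts 6 were lower in IP than in T, ATP6 by a log2 fold change of -3.35. By Fisher's exact test on genes whose arrays did not overlap, mitochondrial genes had an enrichment of 2.40 among those higher in IP (adjusted p = 0.0792), and of 0.609 with the array medians made equal.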

Whereas the GO analysis revealed some enrichment of mitochondrial cellular component ontology in PX fraction as compared to total RNA, we did not observe any significant enrichment of this GO term in IP fraction as compared to total RNA. Moreover, there was significant depletion of mitochondrial GO terms in IP fraction as compared to PX fraction, which implies that some contamination with mitochondrial mRNAs present in peroxisomal fractions isolated on OptiPrep gradient was removed by additional step of purification.

Localization of mRNA to specific subcellular compartments is believed to be an important mechanism for targeting proteins to their relevant locations [2, 3]. Such mechanism has been extensively described for ER [27] and mitochondria [15, 28]. The only systematic study of peroxisome-associated transcriptome was performed by Zipor et al., in which localization of more than 40 mRNAs encoding yeast peroxisomal proteins was investigated using single-molecule imaging [19]. It was revealed that a significant part of these mRNAs colocalize with peroxisomes with either high or low degree of efficiency. However, this study was limited to known yeast peroxisomal genes only and did not provide full and unbiased picture of peroxisomal mRNA localizome. In contrast, in our study we performed more unbiased investigation of mouse liver peroxisome associated transcriptome using microarrays.

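Cat (catalase), the marker enzyme of peroxisomes, lay at 4.08 ± 0.26 in T on its brightest probe and was not above background in PX or IP, a fall of at least 2.11-fold in both, while its second tested probe did not change (adjusted p = 3.83e-06 in PX from limma, n = 3 arrays each). Scp2, a sterol carrier and thiolase of peroxisomes, fell by 2.28 in PX and 2.08 in IP, on all 3 of its tested probes. On the brightest, 1 of 3 PX arrays and 2 of 3 IP arrays were above background. The fall of Scp2 in IP was less than 2-fold with the repeated invariant-probe normalization (-0.41). Uox, the urate oxidase of the peroxisomal core, fell by 1.04 in PX, a call that ends when any 1 of 4 arrays is left out, among them T replicate 2 (log2 fold change -0.94, adjusted p = 0.0683 from limma). Of 75 peroxisomal proteins listed by hand, 67 had a gene name here and 57 were tested, of which 10 rose and 3 fell in PX, also when adjusted over the list alone, and 37 were at background in both T and PX. The list was shifted by 0.20 relative to other genes (adjusted p = 0.116 from camera in limma), between 0.19 (without PX replicate 3) and 0.24 (without ML replicate 3, adjusted p = 0.0426 from camera in limma). In IP 6 rose and 2 fell against T (6 and 2 when adjusted over the list alone, relative shift 0.12), and against PX 0 rose and 5 fell (6 when adjusted over the list alone, relative shift -0.08). The shift from PX to IP ran from -0.12 (without IP replicate 1) to -0.05 (without IP replicate 3) and turned to 0.0483 with the filter on the 2 fractions compared. Of 12 peroxins 2, Pex6 and Pex19, rose in PX and none fell. Against random lists of genes matched on their level in ML, the mean change of the peroxisomal list stood at the 71.9 percentile.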

Remarkably, we found that a set of mRNAs encoding peroxisomal proteins is associated with peroxisomes. Among them are enzymes catalyzing all four reactions of beta-oxidation pathway: ACOX2 – acyl-coenzyme A oxidase catalyzing the first step, HSD17B4 – multifunctional enzyme type 2 (MFE-2) catalyzing the second and the third steps, ACAA1A and ACAA1B – peroxisomal 3-ketoacyl-coenzyme A thiolases catalyzing the final reaction. In addition, among these mRNAs were *Pex6*, *Pex11a*, *Pex11b* and *Pex19*, encoding peroxisome biogenesis factors, and *Abcd3*, encoding fatty acid transporter PMP70, which is the most abundant peroxisomal transmembrane protein. Notably, the mRNAs of *S. cerevisiae* orthologues of *Pex6*, *Pex11a*, *Abcd3* and *Acox2* (Pex6, Pex11, Pxa1 and Pox1, respectively) were shown to co-localize with peroxisomes in yeast cells with different levels of efficiency [19]. It is generally assumed that peroxisomal enzymes are synthesized on polysomes, then are released into the cytosol, and then transported into peroxisomes. Several peroxisomal enzymes possess N-terminal PTS2 targeting signal that is removed inside peroxisomes by peroxisomal processing protease Tysnd1 [29]. For example, 3-ketoacyl-CoA thiolase (Acaa1) is translated in a form that is 3 kDa larger than the mature enzyme [30]. Interestingly, only the mature, processed form of Acaa1 is detected in total tissue extracts with no traces of the full-length form. This observation is consistent with the model whereby *Acaa1* mRNA is localized in a close proximity to peroxisomes and the translated product is targeted directly to the organelle without prolonged exposure to the cytosol.

The top-most mRNA enriched in the peroxisomal fraction was *Hmgcs1*, encoding 3-hydroxy-3-methylglutaryl-CoA synthase (HMG-CoA synthase 1), enzyme that catalyses the second reaction in the cholesterol biosynthesis pathway. Importantly, the preferential colocalization of *Hmgcs1* mRNA with peroxisomes was confirmed microscopically by co-staining with peroxisomal PMP70 protein (Fig. 4) and qRT-PCR (Fig. 1a). *Hmgcs1* encodes cytosolic HMG-CoA synthase that is specifically involved in cholesterol biosynthesis pathway, whereas another gene of this family *Hmgcs2* encodes mitochondrial enzyme involved in ketogenesis [31]. Numerous studies have demonstrated that pre-squalene segment of the cholesterol biosynthesis pathway is compartmentalized into peroxisomes [32–34]. Consistently, Olivier et al. have shown that HMG-CoA synthase 1 is targeted to peroxisomes in a manner dependent on N-terminal peroxisomal targeting signal 2 (PTS2)-like sequence [35]. The immunoelectron microscopy of rat liver from the same study has shown that the cytosolic fraction of HMG-CoA synthase 1 is detected in the area surrounding peroxisomes, which is consistent with our data on localization of *Hmgcs1* mRNA in the vicinity of peroxisome [35].

Whereas association of mRNAs encoding peroxisomal proteins with peroxisomes is consistent with the model of their localized translation, they constituted only a minority of peroxisomal mRNA localizome. The biological role of association with peroxisomes of the majority of transcripts detected in our microarray analysis is unclear, however for some of them the potential significance can be speculated about. For example, among the highly enriched transcripts in peroxisomal fractions was *Atox1*, which encodes copper chaperone involved in protection from oxidative stress [36, 37]. 

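Atox1 lay at 5.32 ± 0.23 in T, 7.73 ± 0.09 in PX and 6.18 ± 0.48 in IP (log2, mean ± SD, n = 3 arrays each). In PX it rose by a log2 fold change of 2.42 (standard error 0.27, adjusted p = 3.90e-06 from limma), in IP it changed by less than 2-fold (0.86, adjusted p = 0.0485 from limma), and from PX to IP it fell by 1.56, less than 2-fold under quantile normalization (-0.40). Sod2, which also protects from oxidative stress, had an adjusted p of 4.31e-05 from limma for its rise in PX, and Mt1, a metallothionein that binds copper and zinc, rose by 1.95 in PX and fell to 5.88 ± 0.53 in IP. Atox1 is measured by 1 tested probe.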

The oxidase enzymatic activity in peroxisomes directly leads to production of high quantities of H_2_O_2_, which pose a risk to cause oxidative damage to the cell. Whereas the catalase activity normally neutralizes H_2_O_2_ inside the peroxisome, its release from intact peroxisomes often occurs at certain conditions [38]. Therefore, enrichment of antioxidants, such as ATOX1 in the vicinity of peroxisomes may constitute the mechanism to minimize the oxidative stress damage associated with H_2_O_2_ leakage.

Peroxisomes are characterized by high plasticity, as their functional activity, size, number and morphology are intricately responsive to various metabolic cues [39]. Thus, peroxisome may serve as a signaling platform, initiating signaling pathways that link metabolic state with the effector transcriptional program. 

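Ppm1b lay at 2.95 ± 0.48 in T with 2 of 3 arrays above background, 5.70 ± 0.11 in PX and 4.87 ± 0.15 in IP (log2, mean ± SD, n = 3 arrays each). The log2 fold change against T was 2.75 in PX (standard error 0.32, adjusted p = 5.29e-06 from limma) and 1.92 in IP (adjusted p = 3.97e-04 from limma). A second tested probe of Ppm1b gave 2.98 in PX and 1.89 in IP, and on both all IP arrays lay below all PX arrays. This difference passed the test on neither probe (-0.83, adjusted p = 0.208 from limma, on the brighter and -1.09, adjusted p = 0.0618, on the other).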

Interestingly, one of the top enriched mRNAs in both peroxisomal preparations was *Ppm1b* encoding Mg2+/Mn2 + -dependent protein phosphatase. One of the well-characterized targets of PPM1B is PPARγ (peroxisome-proliferator-activated receptor *γ*), an important transcription factor involved in regulation of adipogenesis and peroxisome biogenesis, whose activity is modulated by PPM1B-dependent dephosphorylation of Ser112 residue [40]. Therefore, association of *Ppm1b* mRNA with peroxisomes may potentially result in regulation of its translation in a manner dependent on metabolic state of peroxisome, thus constituting a sensor mechanism that links metabolic state with the effector PPARγ-dependent transcriptional activity.

We also tested the idea that mRNAs associated with peroxisomes would encode proteins that represent components of the same macromolecular complexes. Such colocalization would provide high local concentration of the complex components facilitating their assembly in the vicinity of the organelle. Proteins encoded by peroxisome-associated mRNAs were used as the foundation to identify interaction networks using STRING database. The search was limited to the experimentally confirmed protein interactions. We observed two interacting peroxisomal enzymes Hsd17b4 and Acox2 involved in the β-oxidation pathway of fatty acids (Fig. 6). The analysis also revealed a highly connected network of enzymes involved in the mitochondrial respiratory chain and the mitochondrial ATP synthesis coupled electron transport (Fig. 6). 

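Ndufa10, a subunit of respiratory complex I, rose from 4.25 ± 0.03 in T to 6.23 ± 0.08 in PX (log2 fold change 1.98, standard error 0.24, adjusted p = 9.33e-06 from limma). The complex I subunits Ndufb8 and Ndufv2 rose by 1.71, on 1 of 2 tested probes of Ndufb8, and 1.50, and Ndufs7 and Ndufv1 by 1.02 and 1.06, which fall under the limit when any 1 of 3 and 2 arrays is left out, respectively, among them T replicate 1 (0.87 and 0.93). In IP none of these genes rose more than 2-fold against T, with log2 fold changes of 0.91, 0.82, 0.19, 0.39 and 0.32 in the same order. From PX to IP, Ndufv2 fell by 1.31 and Ndufa10 by 1.07, the latter lost when any 1 of 3 arrays is left out, among them IP replicate 3 (-0.88), and both less than 2-fold under quantile normalization (-0.49 and -0.0695). Among the other enzymes of the network, Abat, a transaminase, rose by 1.41 in PX, Aldh3a2, a fatty aldehyde dehydrogenase, by 1.44, and Pck1, an enzyme of gluconeogenesis not above background in T, at least 2.24-fold, each on 1 of 2 tested probes, and Ephx1, an epoxide hydrolase, changed by less than 2-fold (0.84).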

We hypothesize that mRNA co-localization of these peroxisomal, mitochondrial and also several cytosolic enzymes provides their coordinated translation in response to cues emanating from peroxisome, integrating these compartments into a group of linked reactions.

**Fig. 6:**
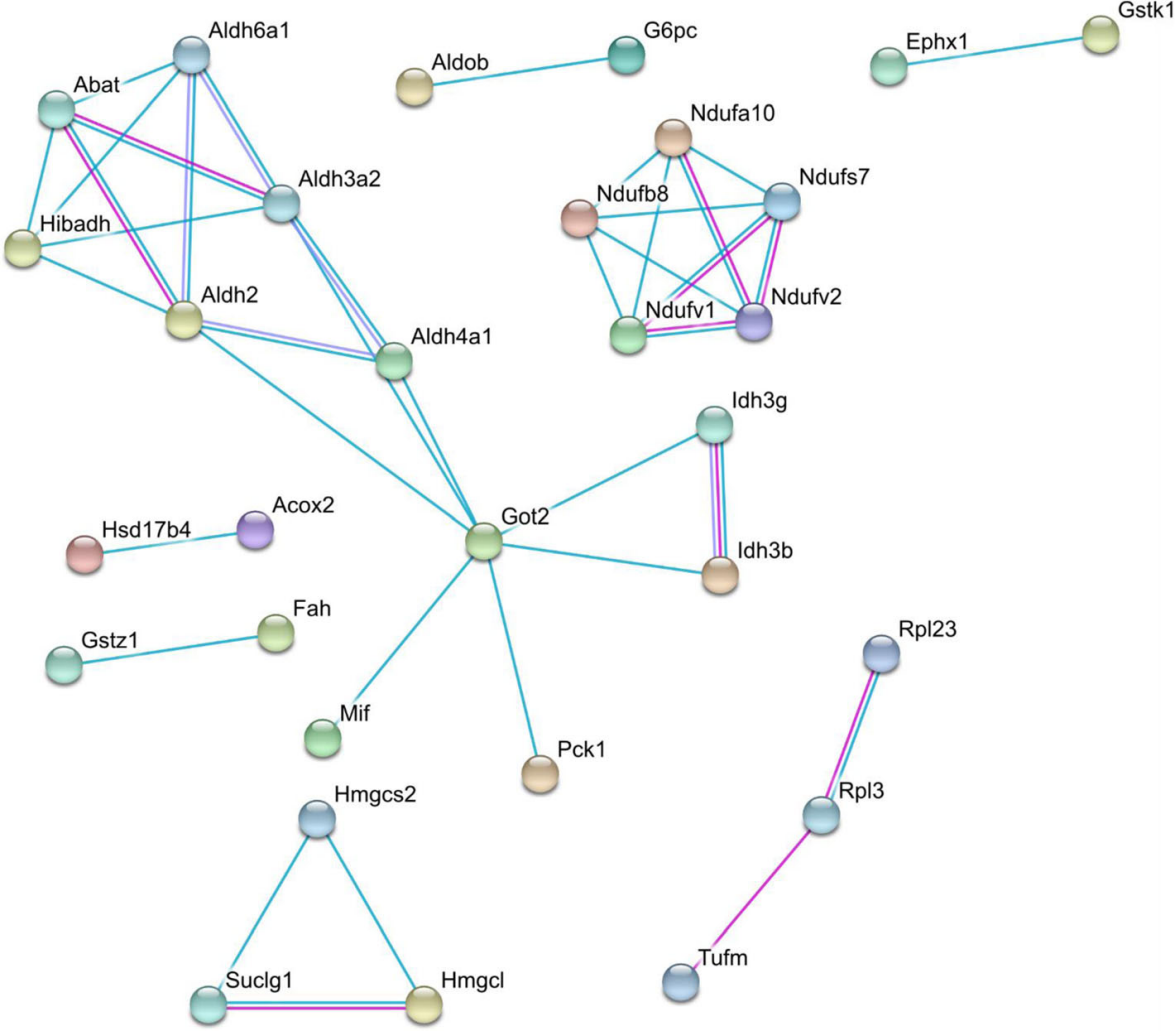
Interaction network for proteins encoded by peroxisome-associated mRNAs generated using STRING database. The purple edge color represents experimentally validated protein-protein interactions. The blue color represents inferred interactions (indirect protein-protein interactions; through a single neighbor)

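C4b, a complement protein, rose from 5.48 ± 0.32 in T to 7.84 ± 0.21 in PX on 1 of 3 tested probes (log2 fold change 2.36, standard error 0.28, adjusted p = 8.49e-06 from limma, n = 3 arrays each), Hc, complement factor 5, not above background in T, rose at least 2.79-fold, and Kng1 rose by 2.04 on its brightest probe while another fell by 1.03. Hpx fell by 2.95 in PX and Serpina1c by 2.85. Of 99 tested mRNAs of secreted plasma proteins 22 rose in PX against T and 21 fell (22 and 21 when adjusted over the list alone), with a relative shift of -0.12 (adjusted p = 0.981 from camera in limma). In IP, Masp1, a protease of the complement pathway, was the only one that rose (1.87, on 1 of 3 tested probes and with 1 of 3 T arrays above background) and 38 fell against T (relative shift -0.70, adjusted p = 1.99e-11 from camera in limma, 0.957 with an estimated correlation). From PX to IP 29 of the list fell and 0 rose (30 and 0 when adjusted over the list alone), among them C4b by 2.30 and Hc, at least 2.79-fold to background. By Fisher's exact test on genes whose arrays did not overlap, secreted proteins were enriched 4.27-fold among those higher in PX than in T (adjusted p = 1.46e-06), but 0.866-fold with the array medians made equal (adjusted p = 1). Random lists matched on their level in ML had 31.1 genes higher in PX on average, more than this list.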

Interestingly, the most enriched cellular component ontology among peroxisome-associated mRNAs was represented by extracellular proteins. Such proteins are usually targeted to secretion via ER mediated mechanism. In addition, we observed a significant enrichment of mRNAs encoding mitochondrial proteins in peroxisomal fractions, whose products were also detected inside peroxisomes by mass spectrometry, which implies dual targeting of mRNAs to these two organelles. Whereas, ER and mitochondrial proteins are specifically targeted to ER and mitochondria in a translation-dependent manner via interaction of N-terminal signal peptide with SRP and TOM complex, respectively, their mRNAs are also targeted to the surface of these organelles in a manner dependent on specific nucleotide motives known as zipcodes [3]. Our data imply that targeting of mRNAs to peroxisomes, mitochondria and ER may occur by similar mechanisms, thus emphasizing interrelatedness of these three organelles. The mechanism of biogenesis of peroxisomes from ER [41] and vesicular traffic between mitochondria and peroxisomes [42] can result in similar properties of membranes of these organelles, thus allowing association of similar subsets of mRNAs. Such hypothesis is supported by the observation that mRNAs encoding peroxisomal proteins are enriched on the ER [43, 44].

## Conclusions

This is a pioneer genome-wide analysis of localization of mRNAs to peroxisomes. We demonstrate that several mRNAs encoding peroxisomal proteins are associated with peroxisomes, which is consistent with the model of localized translation. We demonstrate that mRNA encoding HMGCS1, one of the key enzymes involved in biosynthesis of cholesterol, is localized to peroxisomes. Specific localization of mRNAs potentially adds another layer of complexity to the regulation of gene expression and cellular organization, thus emphasizing importance of genome-wide analysis of this phenomenon. The advent of super-resolution microscopy opens opportunities for more thorough and specific investigation of targeting of mRNAs to subcellular compartments with the emphasis on its mechanistic understanding, based on foundation laid by high-throughput omics approaches, such as applied in this study.

## Methods

### Purification of peroxisomes

The equal numbers of male and female C57BL/6 mice were killed by carbon dioxide inhalation and their livers were perfused via the portal vein. Livers were finely minced with scissors in ice-cold homogenization buffer (0.16M sucrose, 12% (wt/vol), PEG 1500, 10 mM MOPS, pH 7.4, 1 mM EDTA, 1 mM EGTA, 1 mM DTT, 0.1% (vol/vol) ethanol, protease inhibitor, recombinant RNase inhibitor (Affymetrix), RiboLock RNase inhibitor (Fermentas) and homogenized in a Potter-Elvehjem homogenizer (Teflon on glass). At this stage a fraction of the homogenate was mixed with Trizol for total RNA extraction. The nuclei and heavy mitochondria were pelleted by centrifugation at 3,000 × g in a fixed-angle rotor for 10 min at 4 °C. The pellet was re-homogenized and the centrifugation repeated. The supernatants (post-nuclear fractions) were combined and centrifuged at 20,000 × g for 20 min to produce a “light mitochondrial pellet”. This pellet was resuspended in the homogenization buffer using a loose-fitting Dounce homogenizer. The volume was adjusted to 15 ml/10 g starting liver weight and mixed with an equal volume of gradient solution consisting of 5 volume of OptiPrep (60% (wt/vol) Iodixanol, Axis-Shield PoC AS) and 1 volume of dilution medium (0.16M sucrose, 12% (wt/vol) PEG 1500, 60 mM MOPS, pH 7.4, 6 mM EDTA, 6 mM DTT, 0.6% (vol/vol) ethanol). This mixture was centrifuged at 180,000 × g for 3.5 h at 4 °C in a vertical rotor (Beckman VTi50) using slow acceleration and deceleration modes. After centrifugation, 0.5 ml fractions were removed from the top with needle and syringe. To remove the isolation medium, the fraction material was sedimented at 17,000 × g for 20 min and resuspended in PBS buffer containing 0.1% Triton X-110 and 1 mM DTT for further Western blotting analysis and immunopurification of peroxisomes or Trizol reagent (Invitrogen) for RNA extraction.

### Western blotting

For Western blotting the following antibodies were used: anti-Rab7 (R4779, Sigma), anti-prohibitin (II-14-10, Thermofisher Scientific). Rabbit polyclonal antibodies against mouse thiolase were raised against KLH‐conjugated polypeptide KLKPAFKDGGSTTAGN corresponding to the amino acids 259–274 of mouse prethiolase and affinity-purified by SCRUM Inc., Tokyo [29]. For Western blot analyses, the antibodies were used at concentrations of 2 μg/ml.

### Immunopurification of peroxisomes

Immunopurification of peroxisomes was performed essentially as described in Kikuchi et al. [26]. The peroxisome-enriched fractions from OptiPrep gradient were incubated with Dynabeads Protein A magnetic beads (Invitrogen) linked with rabbit polyclonal anti-PMP70 antibody (Sigma-Aldrich, P0497) for 4 h at 4 °C. Bead complex was collected by placing the reaction tube in a magnet stand. The complex was washed three times with PBS.

### RNA isolation

RNA from T, ML, IP and PX fractions was purified using Trizol reagent (Invitrogen) according to manufacturer’s instructions. The RNA size distribution was analyzed on Bioanalyzer 2100 (Agilent) using RNA 6000 Nano Kit (Agilent) according to manufacturer’s instructions.

### Microarray analysis

T (Total), ML (Mitochondrial/lysosomal), PX (peroxisomal) and IP (immunopurified peroxisomal) samples were amplified using Illumina TotalPrep RNA Amplification Kit (Ambion) and amplified cRNA was hybridized to MouseWG-6 v2 BeadChip micro (Illumina) according to manufacturer’s instructions with three technical replicas analyzed for each sample. Briefly, 500 ng of RNA was converted to double stranded cDNA using T7-oligo(dT) primers followed by IVT reaction to produce biotinylated cRNA. The chips were scanned on Illumina BeadArray Reader. The microarray data were deposited to NCBI Gene Expression Omnibus and are accessible through GEO accession number GSE84972.

For normalization, first background correction was performed using the negative control probes present on the chip [45]. Principal components analysis (using the *princomp* function of the R *stats* package with varimax rotation) was then applied to assess the variation across the technical replicates and biological sample types. Across the technical replicates of each sample type (T, ML, PX, and PI), gene expression was normalized, using invariant gene set as follows. Within the technical replicates of each sample type, the coefficient of variation was calculated for each gene individually. Top 400 genes with the lowest coefficients of variation were selected as sample type-specific low-variance genes. Pair-wise analysis of the data belonging to individual sample types was carried out. For each pair of sample types, the subsets of their low-variance genes were intersected, and the common low-variance genes were selected as the invariant genes specific to a given pair of sample types. The best fit linear regression model was obtained for the invariant genes expression values. This model produced a linear transformation that maps the invariant genes expression in one sample type to the other sample type in the pair.

Given the expression of each m-th probe in n-th sample replicate is expressed as a real positive number, the expression data is represented by the matrix X (size m by n). For each pair of samples i and j, the subset of k invariant genes was selected to estimate the best fit regression coefficient matrices A and B (size n by n) as follows:

$$ \left({A}_{ij},{B}_{ij}\right)=\underset{a,b}{\mathrm{argmin}}\left({\left({X}_j-a{X}_j-b\right)}^2\right) $$

The regression coefficients of the best fit model were then applied to transform all the expression values between the two sample types. Median expression values of the independent variable in the regression model were used as the normalization basis for the dependent variable.

A gene was considered differentially expressed across two sets (A and B) of technical replicates (corresponding to a given pair of compared sample types), when it simultaneously satisfied two criteria: 1) all the expression values of the gene in the set A exceed any expression value of the gene in set B; 2) the expression fold change (FC), calculated a ratio of median value of the gene expression in the set A to the median in the set B, exceeds the threshold level. Here, we used two alternative threshold levels: FC = 2 and FC = 4.

The differentially expressed genes were classified, using the current gene ontology annotation provided by the European Bioinformatics Institute (www.ebi.ac.uk). Fisher’s exact test was applied to test whether any given gene ontology was statistically over-represented across the lists of differentially expressed genes in each sample type pair. The Benjamini-Yekutieli correction has been applied to adjust the *P*-values for the multiple testing, where appropriate. The gene groups with *P* < 0.05 were considered as significantly enriched.

### Fluorescence *in situ* hybridization and immunofluorescent staining

For co-visualization of *Hmgcs1* mRNA and PMP70 peroxisomal marker we used method adapted from de Planell-Saguer et al. [46]. The LNA probe labeled with TYE665 (Exiqon) was designed to target *Hmgcs1* mRNA on the following sequence: TGAACTTACATTATTCATCTAT, position in target: 1367-1389. In brief, TLR2 mouse hepatocytes (Riken) grown on coverslips were fixed with 2% formaldehyde and permeabilized in 1x PBS/0.5% Triton X-100 followed by wash 3 × 1 min with 1x PBS. The cells were blocked in prehybridization buffer (3% BSA in 4x SSC) for 20 min at room temperature. The cells were hybridized with the probes diluted in hybridization buffer (10% dextran sulfate in 4x SSC) (1:100-1:1000 LNA probes dilution) in humid chamber at 52 °C for 1 h, then washed in washing buffer I (4x SSC, 0.1% Tween-20) 3 × 5 min at 52 °C followed by wash in washing buffer II (2x SSC) 1 × 5 min at 52 °C, washing buffer III (3x SSC) 1 × 5 min at 52 °C and in 1x PBS 1 × 5 min at room temperature. For immunofluorescent detection of PMP70 the labeled cells were blocked in blocking solution (4% BSA/1x PBS) for 15 min at room temperature, incubated in anti-PMP70 monoclonal antibody (Sigma, SAB4200181) diluted in blocking solution 1:500 for 1 h at room temperature, and washed 3 × 5 min with IF washing buffer (0.2% BSA/1x PBS). The secondary antibody Alexa Fluor (Life Technologies) was applied for 45 min at room temperature followed by 3 × 10 min washes with 1x PBS. The cells were mounted with DAPI to stain nuclei and visualized on confocal laser scanning microscope (Carl Zeiss).

### qRT-PCR analysis

The equal amounts of the mix of spike-in bacterial RNAs, Lys, Thr, Dap, Phe and Trp (Affymetrix Poly-A RNA Control Kit), were added to the fractions prior to RNA extraction. cDNA was synthesized using QuantiTect Reverse Transcription Kit (Qiagen) using random hexamer primers. The following pairs of primers were used to amplify the respective transcripts in SYBR Green qRT-PCR reaction run on Rotor-Gene Q machine (Qiagen): *Abcd3* (forward: TATTGCGGTTATGCTGGTATCTC, reverse: TTGCTGCTGCGACCAATGAT), *Acaa1a* (forward: TCTCCAGGACGTGAGGCTAAA, reverse: CGCTCAGAAATTGGGCGATG), *Hmgcs1* (forward: CGGATCGTGAAGACATCAACTC, reverse: CGCCCAATGCAATCATAGGAA), Thr (forward: CCTGCATGAGGATGACGAGA, reverse: GGCATCGGCATATGGAAAC). The Ct values of the target genes in each fraction were normalized to the respective Ct value of the Thr spike-in control. Relative RNA levels were presented as percentage of RNA present in each fraction with 100% being the sum of RNA present in all fractions.

### Integration of microarray data with mass spectrometry data

To integrate the microarray results with publicly available mass-spectrometry (MS) data [20, 21], the MS data was pre-filtered. Only such proteins were selected, which were identified by at least two peptides covering at least 10% of the protein length. The official gene symbols of the differentially expressed genes, selected as representative of the PX and the IP RNA fractions in the course of our microarray data analysis, were compared with the gene symbols of the genes encoding the proteins identified in the MS data. The genes represented in both the microarray-derived and the MS data-derived lists, were selected for the further analysis. The proteins identified in the MS data were also checked for their representation in the RNA-binding proteins data base (RPDB v. 1.3.1) [47]. To find the correspondence between the human and the murine genes, we used the Uniprot orthologs database. To generate the protein-protein interaction network the STRING database [48] was used, with the interactions limited to the experimentally confirmed, and confidence level of 0.7.

## Additional files

Additional file 1: Normalization of microarray data by invariant gene set. (A) Background-corrected mRNA expression across the technical replicas of the mRNA sample fractions. (B) Background-corrected mRNA expression across the technical replicas of the mRNA sample fractions. (C) Expression of the invariant genes across the technical replicas of the mRNA sample fractions. (D) Gene expression after normalization by the invariant gene set.
Additional file 2: Loadings of the variance principal components of the mRNA microarray data.
Additional file 3: The list of differentially expressed RNAs in PX and IP fractions as compared to total cellular RNA fraction (T) with a fold change cut-off more that 2-times.
Additional file 4: The list of enriched cellular component gene ontologies in pairwise comparisons between all analyzed subcellular fractions.
Additional file 5: The integrated list of mRNAs enriched in peroxisomes and proteins detected in peroxisomes by mass spectrometry.

How the deposited data were processed for this re-analysis (not part of the article)

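The authors scanned Illumina MouseWG-6 version 2 arrays with 500 ng of RNA each. The paper describes background correction with the negative controls. It then describes normalization on invariant genes, from the 400 of lowest variation in a fraction, fitted for each pair of fractions. Log2 values for 45281 probes on 12 arrays were deposited, and whether they hold that pairwise step cannot be told here. These deposited log2 values are the unit of every level in the text, and they were used with no further normalization. The number of arrays, 3 for each fraction, limits the precision.

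A second deposited table holds intensities and detection p-values in 24 columns, 12 of them signal, whose labels match no array of the series, so they were not used, and the normalization planned on them was replaced by the deposited values, which had been set as an alternative before the data were examined. For the same reason a log2 value above 3 on all 3 arrays of at least 1 fraction replaced the planned detection p, a limit chosen after the values had been seen. It kept 13175 probes, 11414 of them with a gene name (8107 genes).

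Gene names came from a table of the platform's probes checked against reference gene numbers, and 34885 probes matched 1 gene, 18 several and 10378 none here. For a gene with several probes the probe with the highest mean over all arrays is given, and the text says where other probes disagree. Mitochondrially encoded transcripts carry their platform names (ND1, COX2 and others).

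Fractions were compared with limma 3.58.1 in R 4.3.3 (statmod 1.5.0), with a mean-variance trend and robust moderation, in a single fit of all 4 fractions. A probe counts as changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2. Where no array of the dimmer fraction lay above 3, the fold is given as at least the mean of the brighter fraction over the limit of 3. The criterion of the study was applied as every array of a fraction above every array of the other and a ratio of medians above 2 or 4.

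Lists were tested with camera in limma at an inter-gene correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. A relative shift is the mean log2 fold change of the list minus that of all other genes. The 26 lists were made by hand, by name pattern or from textbook knowledge before the data were examined: peroxisomal proteins, peroxins, the peroxisomal mRNAs named by the study, mitochondrial proteins (oxidative phosphorylation, matrix enzymes and mitochondrial ribosomal proteins), mitochondrially encoded transcripts, cytosolic ribosomal proteins, secreted plasma proteins, coagulation and acute phase, extracellular matrix, ER folding and translocation, cytochromes P450 of families 1 to 4, lysosomal proteins, cholesterol synthesis, bile acid synthesis, proteasome, immediate-early mRNAs, nuclear-retained transcripts, and markers of Kupffer cells, endothelium, stellate cells, cholangiocytes, erythroid cells, lymphocytes and neutrophils, and skeletal muscle. The list of mitochondrially encoded transcripts matched no name and that of cholangiocytes had fewer than 3 tested members, so both were left out, and mitochondrially encoded transcripts were looked up by their platform names. Genes whose arrays did not overlap were also tested with Fisher's exact test, adjusted by Benjamini-Yekutieli.

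The genes named, by a rule set before the data were examined, are the genes the paper names, of which 55 have a probe with that name here and the others are not analysed here, the 10 with the largest rise and the 10 with the largest fall in each comparison among those changed with no overlap between arrays and above background on all arrays of the higher fraction, and the members of each list with the smallest adjusted p in each direction. The paper's tables print values for some of these genes, which count as seen. Haemoglobin probes and genes with opposite changes in PX and IP were named after their values were seen.

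Taking the 400 probes with the lowest coefficient of variation in each fraction, 5 were shared by PX and T, 5 by IP and T, 6 by ML and T and 4 by IP and ML. Those of PX and T had mean log2 levels of at most 2.68. An invariant-probe normalization on these few probes was thus run on the deposited values only as an alternative. It is not the normalization of the study itself. Principal components were computed over all probes, without the rotation that the methods name. In simulated data on the real levels, limma recovered 97.0% of 3-fold changes in PX against T, 95.5% in IP against T and 98.5% in IP against PX, with 0, 0 and 2 false calls among 12975 unchanged probes, and camera found a list of 57 genes shifted by 0.5 in every comparison.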

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

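The tests of swapped T and ML labels, of a single dimming factor for all groups of mRNAs and of background probes, and the simulation of IP at the level of PX, were chosen after the result they concern had been seen, and the other tests in this part were set before.

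The PX and IP fractions differed in many of the mRNAs that rose in PX, and this difference between groups, tested by the contrast of IP against PX in limma, is what singled them out. Of the 681 probes higher in PX than in T, 432 (63.4%) were lower in IP than in PX, and only 97 were also higher in IP than in T. Both comparisons use the same PX arrays, whose noise favours a lower value in IP. In 100 simulations every IP probe was set at the level of PX, with the spread between these arrays alone. Of 671 such probes on average, 53.1% then lay below PX at any size and 0 passed as lower. An adjusted p leaves few calls where no probe differs, so the 0 cannot measure the effect of the shared arrays. Of the probes higher in PX than in T, 10 were lower in IP than in T. They belong to Serpina3n, Dbp, Itih3 on both of its probes, Itih4, Rnase4, Cfp, Lrg1, Mt1 and 1300017J02Rik. Serpina3n, a secreted protease inhibitor, had log2 fold changes of 1.95 and -1.59, the latter turning to 0.60 with the repeated invariant-probe normalization. The clock factor Dbp rose by 2.05 in PX and was at least 1.48-fold lower, at background, in IP. The dimmer probes of Itih4 and Rnase4 fell in PX, that of Rnase4 to background and a probe of Itih4 by 1.39, so for these genes the probes disagree. Conversely 7 probes, all of haemoglobin mRNAs (Hba-a1, Hbb-bs and Hbb-bt), were lower in PX than in T and higher in IP than in PX, among them Hba-a1, which fell by 1.34 in PX. These genes were singled out after their values had been seen.

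Members of the following groups also rose in PX, some of them outside the genes that the paper discusses, with the same counts when adjusted over a list alone unless given. Cytochromes P450 of families 1 to 4 had 13 higher and 1 lower of 39 (adjusted p = 2.13e-04 from camera in limma, 0.995 with an estimated correlation), with Cyp4a12a, above background on 2 of 3 T arrays, at 3.15 and Cyp2d22 at 2.21 on the log2 scale. Bile acid synthesis had 5 higher and 1 lower of 12 (adjusted p = 0.00415 from camera in limma, 0.995 with an estimated correlation), with Cyp8b1, a sterol hydroxylase, at 2.23. The paper reports on this pathway and names Acox2, Hsd17b4 and Baat, 3 of those that rose. Mitochondrial ribosomal proteins had 10 higher and 0 lower of 70 (adjusted p = 0.696 from camera in limma), with Mrps34 at 1.98, so for the list as a whole the test did not pass. Against random lists matched on their level in ML, the P450 list stood at the 99.6 percentile and the bile acid list at the 89.9 percentile. Against PX, in IP, the P450 list had 0 higher and 12 lower of 39 (adjusted p = 8.55e-05 from camera in limma, 0.973 with an estimated correlation) and the bile acid list 0 higher and 3 lower of 12 (0 and 4 when adjusted over the list alone, adjusted p = 3.70e-04 from camera in limma, 0.973 with an estimated correlation).

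The first pattern weighed is that the ML arrays carried several times as many probes above background as the T arrays. Loss of signal at single probes, as from fragmented RNA, is argued against by the T arrays, where probes of a gene that are all bright in ML had an intraclass correlation of 0.781 (95% bootstrap interval 0.692 to 0.840). For a single dimming factor, the 1000 probes brightest in ML had an interquartile range of 1.95 on the T arrays, just under the bound of 2 set before as a mark of such a factor, though the change from ML to T of oxidative phosphorylation and that of cytosolic ribosomal proteins differed by -1.55 (-1.74 to -1.29), which a single factor forbids. Swapped labels of T and ML cannot be told apart from a real difference. The change from T to ML of mitochondrially encoded transcripts differed from that of all tested probes by -3.16 (-3.46 to -2.55). Without the 3 near the highest value on any array it differed by -3.38. Of 6 nuclear-retained transcripts 5 were above background in ML, 0 in T and 2 in PX. As 8032 genes of any kind were above background in ML and 1005 in T, that count says little about the labels. Oxidative phosphorylation points the other way from the mitochondrially encoded transcripts. In the paper total RNA had sharp ribosomal peaks and ML had shorter RNA, but those profiles are of the RNA and not of the arrays. They cannot tell which array holds which RNA. Real differences between fractions stay open and were not tested.

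The second pattern is the excess of genes of extracellular proteins among those higher in PX than in ML. For secreted plasma proteins it was not found in the deposited values, where only 71 genes had all PX arrays above all ML arrays. The extracellular matrix list did move up there relative to all other genes, a shift that depends on its level in ML, which was not matched. With the medians of all arrays made equal only 0.160% of the genes higher in PX than in ML lay above background on all PX arrays. Background probes thus made up nearly all of them, but this share covers genes of any kind. In that setting 2 secreted plasma proteins were higher in PX and 99 lower, against 5015 and 9096 of all genes. This list therefore had no excess for background probes to explain. Whether they account for the excess that the paper reports on its own ontologies was not tested. For IP against ML 0.330% of the genes higher in IP lay above background. Other ways to choose the genes of the comparison, and a real excess of mRNAs too dim for these arrays, were not tested.

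The third pattern is the rise of many mRNAs in PX against T. For the peroxisomal list it may follow from abundance alone, as its mean change stood at the 71.9 percentile of 10000 random lists matched on their level in ML, while abundance alone is argued against for the mean change of mitochondrial matrix enzymes, at the 96.7 percentile, over the bound of 95 set before, but not for their number, as 19 rose against 16.7 on average and 22 at the 95th percentile of the random lists. The rise may also belong to probes more than to genes, since only 21.7% of the other probes of these genes that are bright in ML rose too, and the intraclass correlation of probes of a gene was 0.380 in PX and 0.466 in IP. Partly degraded or partial transcripts in PX, binding of particular parts of mRNAs, and real association with peroxisomes or with particles of the same density stay open and were not tested.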

How the results depend on the processing

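Quantile normalization, equal array medians, the floor at 3, the filters on the 2 groups compared and above 4, the fits without the ML arrays and the Fisher tests on genes above background were chosen after the data had been seen, and the other alternatives were set before.

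Of 634 alternative values of 30 counts, list shifts and shares, 547 kept their direction and their side of the threshold or stayed within 1.5 times, 14 no longer passed, 9 newly passed, 55 moved further and 9 changed direction. Of 3863 alternative values of 170 changes, each of a named gene in 1 comparison, 3755 stayed called, 104 did not and 4 changed direction. Probes lower in IP than in PX kept within 1.5 times of the main number under every alternative. With the replicate number as a block, which allows for a pairing of arrays by number, the probes higher were 681 in PX against T, 103 in IP against T and 10 in IP against PX.

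Under quantile normalization 1293 probes were higher and 1020 lower in PX than in T, 760 higher and 963 lower in IP than in T, 122 higher in IP than in PX. With ML the same setting gave 2460 probes higher and 708 lower in ML than in T, 729 higher and 2327 lower in PX than in ML, and 702 higher and 2685 lower in IP than in ML. The mitochondrial shift became -0.11 in PX against T, 0.0426 in IP against PX and 0.29 in ML against T, and the secreted shift in PX against ML -0.74. By the study's criterion 1296 genes passed 2-fold and 261 4-fold in PX, 892 and 100 in IP, and 534 in both. In total 37 Fisher tests passed, and the first component held 78.7%. The cause was not tested for any of these. With the repeated invariant-probe normalization the log2 fold change in IP against T turned to 0.35 for Acsl5, 0.72 for Dbi and 0.60 for Serpina3n, and the cause was not tested. With quantile normalization the log2 fold change turned to 0.0263 for Got2 in IP against PX, and the cause was not tested.

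With 75th percentile scaling 199 probes were lower in ML than in T, 55 higher and 8078 lower in PX than in ML, 65 higher and 8164 lower in IP than in ML. In that setting 12 genes passed 4-fold in IP, 71 Fisher tests passed against 13 with the deposited values, the first component held 71.0%, and the mitochondrial shift in IP against PX, -0.15, no longer passed (adjusted p = 0.0615 from camera in limma). With invariant-probe normalization repeated on the deposited values, on the few shared probes, 2203 probes were higher and 117 lower in IP than in T, 36 higher in IP than in ML. It gave a mitochondrial shift in IP against T of 0.30, and by the study's criterion 2841 genes passed 2-fold and 555 4-fold in IP and 590 in both. With equal array medians 11 probes were lower in ML than in T, 2 higher in PX and 1 in IP than in ML, 12 genes passed 4-fold in IP and 45 Fisher tests passed, against 5 on genes above background in the higher group. The cause was not tested for any of these.

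Without a filter the peroxisomal shift newly passed in PX against T (0.24), in IP against T (0.0936) and in IP against PX (-0.14), the mitochondrial shift in PX against T newly passed (0.18), and 7 probes were higher in IP than in PX. In fits of only the 2 groups compared the peroxisomal shift in PX against T newly passed (0.23) and the mitochondrial shift in IP against PX no longer did (-0.16). The filter on the 2 groups compared turned the mitochondrial shift to 0.0873 in IP against T and 0.0350 in IP against PX, and the peroxisomal shift to 0.0483 in IP against PX. Without the ML arrays the mitochondrial shift turned to 0.0413 in IP against T and 0.00268 in IP against PX. With the filter above 4 the mitochondrial shift in IP against PX was -0.11 and no longer passed, and 0 probes were higher in PX than in ML. With values below 3 set to 3, 69 probes were higher in IP than in T. The filters and the fits without ML test fewer genes, and beyond that the cause was not tested. An estimated correlation between genes widens the spread of a list as far as its genes vary together on these arrays. A simulated list shifted by 0.5 with no such correlation still passed with it (p = 4.75e-08 from camera in limma, PX against T). In these data the shifts kept their values and no longer passed for mitochondrial proteins in IP against PX (-0.15) and ML against T (1.88). The same held for peroxisomal proteins in ML against T (1.48), extracellular matrix in IP against PX (0.29) and secreted proteins in PX (-2.49) and IP (-3.07) against ML.

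Leaving out each array in turn gave 72 to 157 probes higher in IP than in T, 5 to 17 higher in IP than in PX, 2 to 10 lower in ML than in T, 0 to 1 higher in IP than in ML, 103 to 194 genes past 4-fold in PX, 3 to 12 in IP and 64 to 146 in both. The peroxisomal shift ran over 0.19 to 0.24 in PX against T and 0.0776 to 0.15 in IP against T, the mitochondrial shift over -0.0824 to 0.0140 in IP against T and -0.20 to -0.10 in IP against PX, and the secreted shift in PX against ML over -2.64 to -2.47. The planned corrections without background subtraction, with an offset of 0, with a detection p and with a BeadChip block, and the background correction of limma itself, were not run, since the columns with those values could not be assigned to arrays. The repeated invariant-probe normalization was not run for IP against PX and PX against ML, which share fewer than 3 invariant probes. Signal over background limits T, PX and IP most, where most tested probes lay under the limit.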

Differences from the paper's values

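The setting with equal array medians, also on genes above background alone, was chosen after the values had been seen, and the other alternatives named in this part were set before.

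The paper's first principal component holds less than 10% of the variance and its second less than 2%. Here the first held 87.6% with the logarithm undone, and neither the log2 scale (88.9%) nor centred probes (95.6%) closed the gap. The second held 10.9%, the log2 scale did not close the gap (8.32%), and centring each probe brought it within 1.5 times of the paper's bound (2.34%). The rotation of the components that the methods name was not used here. With the logarithm undone and on the log2 scale the shares describe variance between probes, and with centred probes variance between arrays.

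Of the mRNAs with a protein in human liver peroxisomes, the paper's IP list holds 6, and here 3 passed the criterion of the study among the 29 that have a gene name here. Invariant-probe normalization repeated on the deposited values gave 28 and did not close the gap. Leaving out T replicate 1 or IP replicate 1 gave 2, and leaving out IP replicate 2 or any PX array gave 3. The value came within 1.5 times of the paper's with 75th percentile scaling (5) and without T replicate 2 (6), T replicate 3 (4) or IP replicate 3 (5).

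The paper's table of mRNAs with a proteomic match gives a fold change in PX of 1.36 for Abcd3, where the ratio of medians here was 3.17, of 1.50 for Gstk1, here 3.31, and of 1.38 for Pck1, here 3.42. The paper's own table of enriched RNAs gives 3.38, 3.53 and 3.65 for the same genes, which the values here came within 1.5 times of. None of 75th percentile scaling, the repeated invariant-probe normalization and leaving out an array closed these gaps. Dimmer probes of the same genes gave 1.27 for Abcd3, 1.40 for Gstk1 and 1.31 for Pck1. The other 35 fold changes compared from that table and all 58 compared from the table of enriched RNAs were within 1.5 times. Over the genes of the whole table of enriched RNAs that have a single probe here, the paper's fold changes were 1.07 times those here in PX (median of 267) and 1.06 times in IP (median of 61). These factors were nearly constant, with quartiles of the log2 difference of 0.0935 and 0.0955 in PX and of 0.0826 and 0.0826 in IP. Of the 662 names of the paper's PX list that matched, 576 passed here, and of 128 names of its IP list 100.

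Rankings and directions differ or match at the following points. The highest fold change in the paper's PX table is 9.89, and here 6 genes with a T array above background exceeded it as ratios of medians, Hsd3b7 (11.9), Msrb1 (11.8), Lypla2 (11.7), Ftcd (11.6, with 1 of 3 T arrays above background), Igfbp4 (10.9) and Cyp4a12a (10.4, with 2 of 3), besides a probe with no gene name here, of which the table lists only Hsd3b7 by these names. The paper states that mRNAs of extracellular proteins are enriched in PX and IP over ML. Here 0 of the secreted proteins on the list used were higher in PX and 0 in IP. As limma called 0 named genes of any kind higher in either, that count cannot speak against the paper. With array medians made equal, a setting chosen after seeing the values, 2 were higher and 99 lower in IP, against 5153 and 9093 of all genes. That goes against the paper's direction for this hand-made list, though only 0.330% of the genes higher in IP lay above background. The extracellular matrix list moved up relative to all other genes by 0.57 in PX against ML (adjusted p = 0.035 from camera in limma, 0.866 with an estimated correlation). In IP against ML it moved up by 0.86 (adjusted p = 0.00277 from camera in limma, 0.82 with an estimated correlation). Of its 40 mRNAs 37 and 36 were themselves lower than in ML. That is the paper's direction, but of 12480 probes lower in PX than in ML 10276 had no PX array above background. A relative shift there depends on the level of a list in ML, which was not matched, so it cannot speak for the paper. Of the genes that the paper reports as enriched in IP over PX, Dcn rose on its brightest probe by 1.25, as the paper states, though not on its other tested probes, and Adamts12, Adamts19 and Thsd4 had probes with all IP arrays above all PX arrays, none of them above background in PX. On the log2 scale the components separated the fractions as the paper states, ML from the others on the first and second, and T (loadings -0.470 to -0.435), IP (0.0765 to 0.0993) and PX (0.336 to 0.346) from each other on the third. The paper reports mitochondrial mRNAs as enriched 2 to 3-fold in ML, and here the enrichment over T was 5.19-fold and did not pass with the deposited values (Fisher's exact test, adjusted p = 1). It passed with array medians made equal (16.3-fold, adjusted p = 1.22e-31), where only 87 of the 5414 genes lower in ML lay above background in T, and not on genes above background in the higher fraction (adjusted p = 1), on lists made by hand and not on the ontologies of the paper.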

Other observations

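The lists named here were fixed before the data were examined, and no test in this part was chosen after its result had been seen.

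Cytosolic ribosomal proteins fell in both peroxisomal fractions against T, with 3 higher and 28 lower of 53 (adjusted p = 5.52e-14 from camera in limma, 0.995 with an estimated correlation) in PX and 0 higher and 33 lower of 53 (adjusted p = 1.67e-26 from camera in limma, 0.525 with an estimated correlation) in IP. Rps7 and Rps16 fell to background in PX, at least 5.74-fold and 6.45-fold, and Rps3 at least 4.32-fold on its brightest probe. Markers of stellate cells had 2 higher and 0 lower of 9 (adjusted p = 2.66e-05 from camera in limma, 0.624 with an estimated correlation) in IP against T, with Acta2, not above background in T, up at least 2.37-fold on 1 of 2 tested probes, and markers of skeletal muscle 2 higher and 0 lower of 8 (adjusted p = 1.82e-05 from camera in limma, 0.525 with an estimated correlation), with Atp2a1 up at least 2.37-fold.

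In PX against T the remaining lists gave the following counts, the same where adjusted over each list alone. Proteins of ER folding and translocation had 7 higher and 0 lower of 37 (adjusted p = 0.136 from camera in limma), lysosomal proteins 4 higher and 1 lower of 36 (adjusted p = 0.331 from camera in limma), and the proteasome 6 higher and 2 lower of 32 (adjusted p = 0.551 from camera in limma). Cholesterol synthesis had 1 higher and 0 lower of 14 (adjusted p = 0.927 from camera in limma) and the extracellular matrix 3 higher and 0 lower of 40 (adjusted p = 0.551 from camera in limma). Immediate-early mRNAs had 3 higher and 0 lower of 16 (adjusted p = 0.351 from camera in limma) and nuclear-retained transcripts 2 higher and 0 lower of 5 (adjusted p = 0.116 from camera in limma), with Nlrp6 at least 3.32-fold and Mlxipl at least 2.03-fold higher, the latter on 1 of 2 tested probes. Markers of Kupffer cells had 1 higher and 1 lower of 10 (adjusted p = 0.176 from camera in limma), of endothelium 0 higher and 0 lower of 13 (adjusted p = 0.351 from camera in limma), of stellate cells 2 higher and 0 lower of 9 (adjusted p = 0.351 from camera in limma), of erythroid cells 0 higher and 1 lower of 3 (adjusted p = 0.696 from camera in limma), of lymphocytes and neutrophils 0 higher and 0 lower of 3 (adjusted p = 0.981 from camera in limma) and of skeletal muscle 2 higher and 0 lower of 8 (adjusted p = 0.0288 from camera in limma, 0.995 with an estimated correlation). Peroxins had a relative shift of 0.36 in PX against T (adjusted p = 0.136 from camera in limma).

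With 3 arrays against 3 there are 10 splits of the arrays, too few for a share under 0.05, so only the real value and, in parentheses, the highest of the other splits are given. Every other split mixes arrays of both fractions, so the difference between them widens the spread and leaves few or no calls. A count of 0 in the other splits is thus no support for the real count. Probes higher and lower numbered 681 (0) and 388 (0) in PX against T, 109 (0) and 482 (0) in IP against T, 12 (0) and 536 (0) in IP against PX, 11886 (0) and 7 (0) in ML against T, 1 (0) and 12480 (0) in PX against ML and 0 (0) and 12454 (0) in IP against ML. Peroxisomal shifts were 0.20 (0.13) in PX against T, 0.12 (0.12) in IP against T, -0.08 (0.11) in IP against PX and 1.48 (0.56) in ML against T, and mitochondrial shifts 0.12 (0.09), -0.03 (0.13), -0.15 (0.13) and 1.88 (0.69) in the same order. The matrix shift in IP against PX was 0.29 (0.13) and the secreted shifts -2.49 (0.85) in PX and -3.07 (1.18) in IP against ML. Splits with a result as large numbered 1, the real one, except for probes higher in IP than in ML (10) and the shifts of mitochondrial proteins in IP against T (7) and peroxisomal proteins in IP against PX (3).

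Whether the replicate numbers pair the arrays cannot be told. After removal of the group means, arrays with the same number had correlations from -0.33 to 0.12 over 18 pairs, 1 of them above 0.1. The T and IP arrays with the fewest probes above background, T replicate 1 and IP replicate 3, correlated at 0.35. Brightness of whole arrays may thus hide a pairing.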
